# Genetic Control of Myelin Plasticity after Chronic Psychosocial Stress

**DOI:** 10.1523/ENEURO.0166-18.2018

**Published:** 2018-07-11

**Authors:** Mikaela A. Laine, Kalevi Trontti, Zuzanna Misiewicz, Ewa Sokolowska, Natalia Kulesskaya, Aino Heikkinen, Suvi Saarnio, Ingrid Balcells, Pierre Ameslon, Dario Greco, Pirkko Mattila, Pekka Ellonen, Lars Paulin, Petri Auvinen, Eija Jokitalo, Iiris Hovatta

**Keywords:** anxiety, chronic social defeat stress, inbred mouse strain, myelin, RNA-sequencing, transmission electron microscopy

## Abstract

Anxiety disorders often manifest in genetically susceptible individuals after psychosocial stress, but the mechanisms underlying these gene-environment interactions are largely unknown. We used the chronic social defeat stress (CSDS) mouse model to study resilience and susceptibility to chronic psychosocial stress. We identified a strong genetic background effect in CSDS-induced social avoidance (SA) using four inbred mouse strains: 69% of C57BL/6NCrl (B6), 23% of BALB/cAnNCrl, 19% of 129S2/SvPasCrl, and 5% of DBA/2NCrl (D2) mice were stress resilient. Furthermore, different inbred mouse strains responded differently to stress, suggesting they use distinct coping strategies. To identify biological pathways affected by CSDS, we used RNA-sequencing (RNA-seq) of three brain regions of two strains, B6 and D2: medial prefrontal cortex (mPFC), ventral hippocampus (vHPC), and bed nucleus of the stria terminalis (BNST). We discovered overrepresentation of oligodendrocyte (OLG)-related genes in the differentially expressed gene population. Because OLGs myelinate axons, we measured myelin thickness and found significant region and strain-specific differences. For example, in resilient D2 mice, mPFC axons had thinner myelin than controls, whereas susceptible B6 mice had thinner myelin than controls in the vHPC. Neither myelin-related gene expression in several other regions nor corpus callosum thickness differed between stressed and control animals. Our unbiased gene expression experiment suggests that myelin plasticity is a substantial response to chronic psychosocial stress, varies across brain regions, and is genetically controlled. Identification of genetic regulators of the myelin response will provide mechanistic insight into the molecular basis of stress-related diseases, such as anxiety disorders, a critical step in developing targeted therapy.

## Significance Statement

Chronic psychosocial stress is a well-established risk factor for anxiety disorders, but the development of targets for therapeutic intervention is limited by ignorance of the underlying molecular and cellular mechanisms. We used inbred genetically defined mice to identify neurobiological pathways that underlie stress-induced social avoidance (SA), a type of anxiety. We found genetically controlled differences in myelin-related gene expression in stress-exposed mice, with concurrent differences in myelin thickness, suggesting that myelin plasticity is a major stress response of the brain. The adaptive response to stress may increase or decrease myelin thickness, depending on the demands of the specific circuit. Our findings provide a foundation for the identification of specific genetic regulators of chronic stress-induced myelin plasticity.

## Introduction

Anxiety disorders, including panic disorder, social anxiety disorder, specific phobias, and generalized anxiety disorder, are the most common mental disorders with a prevalence of 14% (Wittchen et al., 2011). Human genetic studies of anxiety disorders have confirmed a modest heritability and considerable environmental component (Hettema et al., 2001). However, identification of replicated risk variants is challenging due to genetic heterogeneity, environmental factors that cannot be well-controlled in human settings, and poor availability of large patient cohorts with accurate phenotypes (Hovatta and Barlow, 2008; Smoller, 2016). Consequently, many investigators have resorted to animal models, which allow controlled experiments on both genetic and environmental risk factors, to reveal the biological mechanisms underlying these diseases.

Chronic psychosocial stress is a well-established risk factor for anxiety disorders (Kemeny and Schedlowski, 2007; Moffitt et al., 2007; Donner et al., 2012). It can be modeled in mice by the chronic social defeat stress (CSDS) paradigm, that has etiological, predictive, and face validity for affective and anxiety disorders (Hammels et al., 2015). It leads to social avoidance (SA) and long-term plastic changes in the brain (Avgustinovich et al., 2005; Krishnan et al., 2007). However, only a portion of mice exhibit SA after CSDS, and thus the defeated animals can be divided into stress-susceptible and resilient. Comparison of these groups allows investigation of the mechanistic basis of stress-induced SA and anxiety-like behavior and resilience to it. Understanding the underlying risk factors and promotion of the resilience factors in susceptible individuals should facilitate development of secondary prevention methods of anxiety disorders after traumatic events, and selective pharmacological treatment of anxiety (Howlett and Stein, 2016).

Most insight into the molecular mechanisms of CSDS comes from the C57BL/6 mouse strain, in which specific genetic, epigenetic, and neurophysiological mechanisms underlie stress susceptibility and resilience (Han and Nestler, 2017). Because genetic background strongly modulates mouse behavior (Threadgill et al., 1995; Hovatta et al., 2005; Sittig et al., 2016), hypotheses of any mechanisms should be tested across different mouse strains. Such studies are also critical for translating the results to genetically heterogeneous humans. CSDS has different behavioral and physiologic consequences in C57BL/6J and BALB/c strains (Razzoli et al., 2011a,b; Savignac et al., 2011), reflecting underlying genetic, and by extension, gene expression differences between the strains. Therefore, comprehensive unbiased transcriptomic approaches applied to mouse strains with different responses to CSDS should reveal gene-environment interactions that explain why some individuals are more susceptible to stress-induced maladaptive behaviors than others.

To examine how genetic background affects the behavioral response to chronic stress, we performed behavioral testing in four inbred mouse strains after CSDS. We selected C57BL/6NCrl (B6) and BALB/cAnNCrl (BALB) strains, which differ in behavioral and metabolic responses to CSDS (Razzoli et al., 2011a,b; Savignac et al., 2011), and DBA/2NCrl (D2) and 129S2/SvPasCrl (129) as they are sensitive to stress-induced anxiety- and depression-like behavior in general (Ducottet and Belzung, 2005; Millstein and Holmes, 2007). To identify the major underlying biological pathways, we performed unbiased transcriptomic analysis in the B6 and D2 strains that showed the largest differences in susceptibility to stress. We studied three brain regions, the medial prefrontal cortex (mPFC), ventral hippocampus (vHPC), and bed nucleus of the stria terminalis (BNST), which critically regulate anxiety and the stress response (Garakani et al., 2009; Calhoon and Tye, 2015; Tovote et al., 2015), and are activated by CSDS (Vialou et al., 2014; Laine et al., 2017). In the follow-up gene expression and histologic analyses, we found that myelination was significantly altered after stress in a strain and brain region-dependent manner. Our results illustrate that genetic background has a large effect on both the behavioral and brain transcriptomic response to chronic psychosocial stress. Moreover, we demonstrate that the pattern of stress-induced myelination changes is dependent on the genetic background and varies across brain regions.

## Materials and Methods

### Animals

We ordered five-week-old male mice from four inbred strains [DBA/2NCrl (D2), 129S2/SvPasCrl (129), BALB/cAnNCrl (BALB), and C57BL/6NCrl (B6); Charles River Laboratories] for all CSDS experiments and let them acclimatize for 10 d before CSDS, housed in groups in a temperature (22 ± 2°C) and humidity (50 ± 15%) controlled facility on a 12/12 h light/dark cycle (lights on 6 A.M. to 6 P.M.). From the end of CSDS to the time of dissection, all mice were single-housed. As aggressors for CSDS, we used male Clr-CD1 mice (CD1, Charles River Laboratories), aged 13–26 weeks. All mice had ad libitum access to food and water throughout the experiment, except for the durations of behavioral tests. Aspen chip bedding (Tapvei Oy) in the cages was changed weekly (except for the duration of the CSDS) and standard environmental enrichment [aspen strips as nesting material (Tapvei Oy) and an aspen brick (Tapvei Oy)] was provided throughout the experiment. Animal procedures were approved by the Regional State Administration Agency for Southern Finland (ESAVI-3801-041003-2011 and ESAVI/2766/04.10.07/2014) and conducted in accordance to directive 2010/63/EU of the European Parliament and of the Council, and the Finnish Act on the Protection of Animals Used for Science or Educational Purposes (497/2013).

### Behavioral experiments

#### CSDS

We conducted CSDS as previously described (Golden et al., 2011; Laine et al., 2017). Briefly, aggressor CD1 mice were first checked for appropriate aggression levels during a 3-d screening before all social defeat experiments. The selected aggressors had to meet the following criteria: attack in at least two consecutive sessions, had latency to attack of <90 s and do not attack within 1–5 s in any of the sessions. For CSDS, each defeated mouse was placed into the cage of an aggressor mouse for max. 10 min. The mouse was then transferred to another compartment of the cage, separated from the aggressor by a perforated Plexiglas wall, for 24 h. This procedure was repeated for 10 d, and each day the experimental mouse encountered a novel aggressor. Physical contact time was shortened in the case of severe physical aggression. Control mice were housed in similar cages but with another control mouse as a cage-mate, and without physical contact, switching cage-mates daily. The day after the last defeat session, all mice were separated into single-housed cages and maintained like this until dissection. The order of testing for all consecutive behavioural tests was randomized.

#### SA test

Twenty-four hours after the last social defeat session, at the start of the dark phase of the light cycle, we tested both defeated and control mice in the SA test. All animals were brought to the experiment room at least 30 min before the start of the test, and animals performing the test were separated from experimenters and the remaining animals by a screen. For the first trial (no-target), the mouse was placed in the center of an open arena (42 × 42 cm) with an empty perforated Plexiglas cylinder located next to one of the walls. The movements of the mouse were tracked using a camera and EthoVision XT10 software (Noldus Information Technology) for 150 s, after which the mouse was placed back into the home cage. The arena was cleaned and the Plexiglas cylinder was replaced with another one containing an unfamiliar CD1 social target mouse. The test mouse was then placed back in the middle of the arena and tracked for 150 s (target trial). The amount of time the mice spent in the interaction zone (IZ), defined as a semicircle (370 cm^2^) around the perforated Plexiglas cylinder, was measured and a social interaction (SI) ratio calculated by dividing the IZ time of the social target trial with the IZ time of the no-target trial, multiplied by 100. Thus, a low SI ratio indicates high SA.

To account for strain differences in baseline social behavior, we assessed the response of defeated mice in relation to same-strain controls, following the statistical approach previously implemented by Nasca et al. (2015). We calculated mean SI ratios of control mice from each strain based on several cohorts (*n*: 129 = 8, BALB = 40, B6 = 126, D2 = 114). We used log-transformation to normalize the distribution, removed outliers (>3 IQRs from the median), and divided the defeated mice to stress-resilient (resembling controls) and susceptible (showing SA) based on SI ratios, with the border determined as the controls’ mean score minus 1 SD. SI ratio border values for each strain were: 129 = 62.68, BALB = 81.76, B6 = 76.49, D2 = 105.99.

#### Body weight

Body weight was recorded at the beginning of CSDS (day 1) and on every second day throughout the CSDS (days 2, 4, 6, 8, and 10). The amount of body weight gain was calculated as the difference between the first and the last measurement.

#### Open field (OF) test

We assessed spontaneous locomotor activity and anxiety-like behavior with an automatic MedAssociates system at the start of the light phase of the light cycle. Individual mouse cages were brought to the experimental room in two groups. After 30 min adaptation to the experimental room (lit at 100 lux), the mouse was released to the corner of the experimental chamber (27 × 27 × 20 cm, transparent walls and white floor virtually divided into a 19 × 19 squares grid) and allowed to explore freely for 5 min.

#### Elevated zero maze (EZM)

EZM was performed at the start of the light phase of the light cycle. All animals were brought to the experiment room at least 30 min before the test, and animals performing the test were separated from experimenters and the remaining animals by a screen. The apparatus consisted of plastic annular runway (diameter = 50 cm, width = 5 cm) elevated 40 cm above the floor. The runway was divided into four sectors: two open sectors opposing each other and two opposing closed sectors protected by inner and outer non-transparent walls (height = 15 cm). After 30 min of adaptation to the experimental room (dimly lit at 15–20 lux), the mouse was placed in the middle of one of the closed sectors and allowed to explore the maze freely for 5 min. The mouse was video-tracked with EthoVision XT10.

#### Forced swim test (FST)

All animals were brought to the experiment room at least 30 min before the test, and animals performing the test were separated from experimenters and the remaining animals by a screen. After adaptation to the experimental room (150 lux), the mouse was placed in a glass cylinder (diameter = 18 cm, height = 25 cm) filled with water (room temperature) to the height of 15 cm. The immobility time (passive floating) was detected with EthoVision XT10 system for 6 min with 2-min time bins. Data from the last 4 min were used.

### Gene expression profiling

#### Dissections

We dissected the mPFC (B6: Con *n* = 6, Res *n* = 6, Sus *n* = 6; D2: Con *n* = 6, Sus *n* = 8), BNST (B6: Con *n* = 5, Res *n* = 5, Sus *n* = 5; D2: Con *n* = 5, Res *n* = 3, Sus *n* = 5), and vHPC (B6: Con *n* = 6, Res *n* = 8, Sus *n* = 3; D2: Con *n* = 6, Sus *n* = 5) 6–8 d after the last CSDS (mice aged eight weeks). Mice were killed by cervical dislocation between 8 and 11 A.M. to avoid circadian differences in gene expression, and the order was counterbalanced across groups (resilient, susceptible, and control mice). Dissections were performed on a sterile chilled Petri dish within 7 min, and tissue was flash frozen in liquid N_2_.

#### RNA-sequencing (RNA-seq)

Total RNA was extracted with TriReagent (Molecular Research Center Inc.) and RNA quality was assessed with a 2100 Bioanalyzer (Agilent Technologies) using Agilent RNA 600 Nano Chip kit (Agilent Technologies). rRNA was depleted with Ribo-Zero Gold rRNA Removal kit (Illumina Inc; mPFC and vHPC) or custom Insert Dependent Adaptor Cleavage (InDA-C) primers (BNST). RNA was fragmented using the S2 ultrasonicator (Covaris Inc.) and sequencing libraries were prepared with Nextera (Illumina; vHPC), ScriptSeq v2 (Epicentre; mPFC), or Ovation Universal RNA-Seq System (NuGEN; BNST) RNA-seq library preparation kits. Libraries were size-selected with Pippin Prep (Sage Science) and sequencing was conducted on HighSeq 2000 (vHPC, paired-end 91 bp, Illumina) or NextSeq 500 platforms (mPFC and BNST, single-end 96 bp; Illumina).

The RNA-seq reads were trimmed for adapters with Cutadapt v1.8.3 (vHPC) and FastX toolkit (mPFC, BNST) and PCR duplicates were removed with PRINSEQ v0.20.4. Reads were aligned using STARv 2.5.0c (Dobin et al., 2013) with default settings to mouse genome GRCm38, and annotated to gene exons with HTSeq v0.6.1 (Anders et al., 2015) using GTF release 86 (update 2016-10).

#### Differential expression (DE) analysis

DE analysis was conducted using limma eBayes (Ritchie et al., 2015; Phipson et al., 2016) comparing resilient and susceptible mice to same-strain controls within brain regions. RNA-seq data were filtered to remove low-abundance genes, keeping genes with at least 1 count per million (CPM) in at least six samples (Anders et al., 2015). Subsequently, the data were normalized with voom (Law et al., 2014), and adjusted for sequencing (vHPC) and library preparation batches (vHPC, mPFC, and BNST) with ComBat (Johnson et al., 2007). To identify top DE genes, we calculated -log10(*p*)*logFC for each gene and ranked them accordingly (Xiao et al., 2014).

Gene expression data are available in Gene Expression Omnibus (GEO; GSE109315).

#### Rank-rank hypergeometric overlap (RRHO) test (Plaisier et al., 2010)

RRHO infers pair-wise similarity between two DE result lists, where genes are ranked by DE (-log10(*p*)*logFC) between resilient and control, or between susceptible and control mice, by calculating significance of overlapping genes at different rank bins (Plaisier et al., 2010). We used step size of 100 genes to bin the genes and applied the same -log(*p*) scale to comparisons within brain regions. Significant overlap of genes in rank groups containing up- and downregulated genes in both lists (lower left corner and upper right corner of square matrix, respectively, see Fig. 2*C*,*D*) shows a shared transcriptome-wide gene expression pattern in response to CSDS.

#### Gene set enrichment analysis (GSEA)

We conducted GSEA using the GSEA Preranked module implemented in GSEA Desktop v3.0 (Mootha et al., 2003; Subramanian et al., 2005) and the curated gene sets (C2) of the Molecular Signature Database (MSigDB) v6.0 (http://www.broad.mit.edu/gsea/). The pre-ranked GSEA was performed with 1000 permutations. The top five gene sets with the highest positive and negative normalized enrichment scores (NESs; *p_FDR_* < 0.05) within each comparison were selected for further analysis. From the selected top up- and downregulated gene sets, all present in at least two comparisons and two brain regions were visualized using Circos software (Krzywinski et al., 2009). The overlap between the top enriched gene sets, presented on the Circos plot, was further investigated with the hypergeometric test implemented in the MSigDB v6.0.

#### Gene ontology (GO) term enrichment

We analyzed GO term enrichment separately for top 300 upregulated and 300 downregulated differentially expressed genes from each comparison with topGO (Alexa et al., 2006), using the weight01 model to account for GO term dependencies. In RNA-seq, long transcripts yield more read counts and are more easily passed through low-abundance filtering than short genes with the same expression level, and genes with high number of counts have greater statistical power being detected as DE than genes with low number of counts. To minimize these selection biases (Young et al., 2010), we matched the background genes, i.e., the gene universe used to compare the top DE genes with, with the top DE genes using R package genefilter (Gentleman et al., 2017), resulting in 6882 (±290 SEM) background genes.

#### Visualizing oligodendrocyte (OLG) progenitor cell (OPC) and OLG marker genes

We manually curated a list of OPC and OLG-specific marker genes, based on prior publications (Zhang et al., 2014; Marques et al., 2016). Figures were constructed based on previously published scripts (Haarman et al., 2014).

#### q-RT-PCR

q-RT-PCR was applied to validate five myelin-related genes from RNA-seq. We used published primers to amplify *Mobp* and *Plp1* (Liu et al., 2012) and designed primer pairs (5’-3’ forward, reverse) using NCBI primer designing tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) for *Opalin* (ACTGCCATCGAATACGACATC, CCTCTACGGGCTCATCATCG), *Ermn* (AACCAGGCAGGAGACAACTG, GATGGCCTGGTGAACAACGA), and *Mbp* (ACACACGAGAACTACCCATTATGG, AGAAATGGACTACTGGGTTTTCATCT). RNA samples of mPFC and BNST were the same as used in RNA-seq, and for vHPC samples overlapped by 37.5% (12/32 samples); 250 ng of DNase I (Thermo Scientific)-treated total RNA was converted to cDNA with iScript select cDNA synthesis kit (Bio-Rad Laboratories) and amplified with 250 nM primers in CFX384 Real-Time PCR cycler using IQ SYBR Green supermix (Bio-Rad Laboratories). Expression levels were normalized to *Ppib* (GGAGATGGCACAGGAGGAAA, CCCGTAGTGCTTCAGCTTGAA). Each reaction was run in triplicate and relative expression level was calculated using a standard curve (7.15, 10.0, 5.0, 2.0, 1.0, 0.5, and 0.25 ng of cDNA) present on each assay plate with CFX Manager (Bio-Rad Laboratories). Statistical analysis (Pearson’s *r*) was conducted with GraphPad Prism v7.02 (GraphPad Software Inc.).

### Immunohistochemistry

Mice were anaesthetized 6–8 d after CSDS with a lethal dose of pentobarbital (Mebunat Vet 60 mg/ml, Orion Pharma) and transcardially perfused with 4% paraformaldehyde (PFA) in PBS. After postfixation in 4% PFA overnight (+4°C), the brains were cut into 20-µm coronal sections using a Leica VT-1200S vibratome (Leica Biosystems) and stored at –20°C free-floating in cryoprotectant. Sections were washed 3× in PBS and mounted on Superfrost Ultra Plus (ThermoFisher Scientific) slides. We performed antigen retrieval by submerging the slides in 0.01 M citrate buffer, heated to a boil for 20 min. Slides were blocked in 2.5% BSA in 0.5% PBST + 7.5% normal goat serum, followed by primary antibody incubation with mouse anti-CNPase (1:250, Merck Life Science, #MAB326R) overnight at +4°C. Slides were washed in PBS before goat anti-mouse Alexa Fluor 488 secondary antibody incubation (1:400, ThermoFisher Scientific, #A-11029) for 2 h at room temerture. After washing in PBS, we coverslipped the slides with Vectashield + DAPI mounting medium (Vector Laboratories, #H-1200). We acquired images with ZEISS Apotome.2 system (Zeiss) and analyzed them with ImageJ software (National Institutes of Health). We measured corpus callosum thickness on both sides of the midline from each section (two to six sections per animal, distance from bregma between 0.22 and -0.10) using ImageJ, and calculated their mean.

### Transmission electron microscopy (TEM)

Mice were anaesthetized 6–8 d after CSDS with a lethal dose of pentobarbital (Mebunat Vet). We transcardially perfused the mice with PBS followed by fixation with 100 ml 2% glutaraldehyde (GA)/2% PFA in 0.1 M sodium cacodylate (NaCac) buffer (GA, PFA, and NaCac: Sigma Aldrich), heated to +37°C. The brains were postfixed in the same fixative for 2–4 h and immersed in 0.1 M NaCac buffer for 2–24 h, both at +4°C. We cut them into 200-μm sagittal slices with a Leica VT-1200S vibratome (Leica Biosystems) in 0.1 M phosphate buffer. Regions of the mPFC, BNST, and vHPC were cut manually by using anatomic landmarks (Extended Data Fig. 5-1).

We postfixed the sections in osmium tetroxide [1%, +1.5% K4[Fe(CN)6] in 0.1 M NaCac] for 2 h at +4°C, stained en bloc with uranyl acetate for 1 h at +4°C, dehydrated with EtOH and acetone, and embedded them into hard Epon; 60- to 70-nm sections were cut with an ultramicrotome and placed on copper grids for microscopy and stained with lead citrate. We imaged the ultrathin sections using a Jem-1400 transmission electron microscope (Jeol) and randomly selected and imaged myelinated axons at 5000× magnification.

We measured myelin thickness, axon diameter, and g ratio using ImageJ. We calculated the diameter by measuring the area of the whole fiber and the area of the axon (inside the compacted myelin sheath). The diameters of geometric circles with the same areas were calculated for both parameters. We calculated the g ratio by dividing the diameter of the axon with the diameter of the whole fiber. Myelin thickness was measured at three fully compacted positions and their average calculated.

### Statistical analysis

Statistical analyses were conducted with SPSS Statistics 24 (IBM) or GraphPad Prism 7.02 (GraphPad Software Inc.). Planned *post hoc* comparisons (control vs resilient, control vs susceptible, and resilient vs susceptible) were conducted by Fisher’s LSD. For these tests we report nominal *p* values, evaluated for significance against an α-level adjusted for multiple corrections with test-wise Bonferroni correction (Table 1). Only *p* values which survive this correction are shown.

**Table 1.** Statistical table

Figure	Data structure	Statistical test	Statistical significance (α)
1*B*	Categorical data	χ^2^	0.05
1*C*	Normal distribution	Mixed ANOVA	0.0167
1*D*	Normal distribution	Mixed ANOVA	0.0167
1*E*	Normal distribution	One-way ANOVA	0.0167
1*F*	Normal distribution	One-way ANOVA (129, BALB and B6 strains), independent *t* test (D2 strain)	0.0167
1*G*	Normal distribution	One-way ANOVA	0.0167
1*H*	Normal distribution	One-way ANOVA	0.0167
1*I*	Normal distribution	One-way ANOVA (group comparisons), mixed ANOVA (within-group comparison of weight before and after CSDS)	0.0167
4*A–F*	Normal distribution	Mixed ANOVA	0.003 (B6) 0.01 (D2)
4*H*,*I*	Normal distribution	One-way ANOVA	0.0167
5*A–L*	Normal distribution	Generalized estimating equations (GEEs)	0.0167

Outline of statistical tests and significance levels applied for each experiment.

Group differences in TEM data were assessed using generalized estimating equations (GEEs) to control for within-subject dependencies of individual axons measured from the same animal (ranges for each region: mPFC = 93–104, BNST = 31–69, and vHPC = 54–62 axons per animal). We selected this approach due to the low number of animals per group, which could not be reliably analyzed by ANOVA. GEE has been proposed as a suitable approach for analyzing data with non-independent features (Hanley et al., 2003), such as axons measured from the same individual. Pair-wise contrasts were computed for comparing groups with Fisher’s LSD and significance determined against the Bonferroni corrected α-level as above.

Data analysis of RNA-seq data were performed as described above. Multiple testing correction was done by the Benjamini–Hochberg method (Benjamini and Hochberg, 1995).

## Results

### Genetic background influences behavioral response to CSDS

To determine whether genetic background affects the behavioral response to psychosocial stress, we conducted 10-d CSDS in mice from four inbred strains, D2, 129, BALB, and B6 (Fig. 1*A*). Twenty-four hours after the last defeat session, we conducted the SA test to assess their SA phenotype. To account for the strain differences in baseline social behavior during SA test, we evaluated the response of defeated mice in relation to same-strain controls. We divided the defeated mice into stress-susceptible and resilient groups, considering mice with SI ratios within 1 SD, or above, of the same-strain control mean as resilient (i.e., resembling the control mice), and those with the SI ratio below 1 SD from the mean as susceptible. We observed a significant difference in the distribution of susceptible and resilient mice between the strains (χ^2^ = 63.401, *p* = 1.102 × 10^−13^), with the B6 defeated mice being mostly resilient and the 129, BALB, and D2 mice mostly susceptible to stress (Fig. 1*B*). During the social target trial of the SA test, susceptible mice from all strains spent significantly less time in the IZ (Fig. 1*C*) and more time in the corners of the arena (Fig. 1*D*) than during the no-target trial.

**Figure 1.**
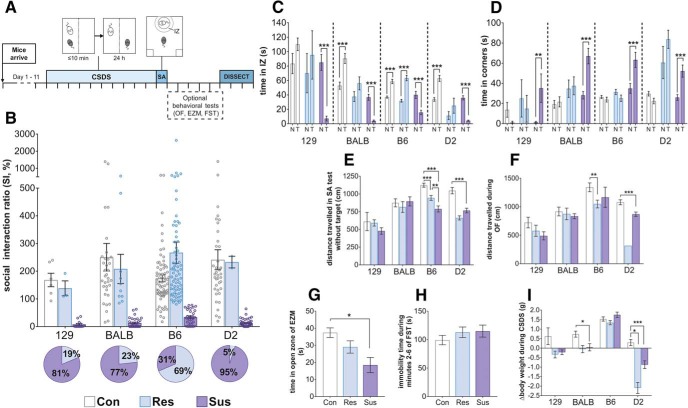
Strong genetic background effect on the behavioral response to CSDS. ***A***, Timeline of experiments. Each perpendicular line represents 1 d. ***B***, SI ratios of the four strains in the SA test. Pie charts represent the proportion of resilient and susceptible mice in each mouse strain. 129, BALB, and D2 strains were highly susceptible to CSDS, while B6 strain was the most resilient to CSDS. Time spent in the IZ (***C***) and the corner zones (***D***) of the SA test during sessions with no social target (N) and a CD1 mouse as a social target (T). Susceptible mice of all strains spent less time in the IZ when the target was present compared to when it was not. ***E***, Distance traveled during the no-target trial of the SA test. In the B6 strain, both susceptible and resilient mice had lower locomotor activity, while in the D2 strain only susceptible mice moved significantly less than controls; *n* (***B–E***, ***I***) = 129: Con = 7, Res = 3, Sus = 13; C: Con = 34, Res = 10, Sus = 33; B6: Con = 72, Res = 70, Sus = 32; D2: Con = 39, Res = 2, Sus = 40. ***F***, Distance traveled during the 5-min OF test. B6 resilient and D2 susceptible mice traveled significantly shorter distances than their same-strain control mice; *n* = 129: Con = 7, Res = 3, Sus = 13; C: Con = 18, Res = 6, Sus = 19; B6: Con = 20, Res = 19, Sus = 4; D2: Con = 19, Res = 1 (not analyzed), Sus = 22. ***G***, Time B6 mice spent in the open area of the EZM. Susceptible mice spent significantly less time in the open zones compared to controls; *n*: Con = 20, Res = 29, Sus = 11. ***H***, Immobility time of B6 mice during minutes 2–6 of the FST did not differ between groups; *n* = Con = 28, Res = 32, Sus = 21. ***I***, Difference in body weight before and after CSDS. B6 defeated mice gained weight during CSDS similarly to their same-strain controls, BALB susceptible mice gained significantly less weight than controls, and both resilient and susceptible D2 mice lost weight. All figures depict mean ± 1 SEM; *p < 0.05, **p < 0.01, ***p < 0.001, see Extended Data Figure 1-1 for exact *p* values. D2: DBA/2NCrl strain; BALB: Balb/cAnNCrl; 129: 129S2/SvPasCrl; B6: C57BL/6NCrl; Con: control; Res: resilient; Sus: susceptible; mPFC: medial prefrontal cortex; BNST: bed nucleus of the stria terminalis; vHPC: ventral hippocampus.

10.1523/ENEURO.0166-18.2018.f1-1 Extended Data Figure 1-1 Exact *p* values for all behavioral tests. The test used for each parameter depicted in Figure 1*C–I* are outlined along with results of *post hoc* contrasts. D2: DBA/2NCrl strain; BALB: Balb/cAnNCrl; 129: 129S2/SvPasCrl; B6: C57BL/6NCrl. Download Figure 1-1, XLSX file.

We next determined how CSDS influences other behaviors. To assess locomotor behavior, we measured the distance moved during the no-target trial of the SA test (Fig. 1*E*) and the OF test (Fig. 1*F*). B6 and D2 defeated mice moved significantly less than control mice during both tests. We did not observe differences in distance traveled between defeated and control 129 or BALB mice. For the B6 strain, we also performed the EZM and FST to assess anxiety-like and despair behavior, respectively. Susceptible mice showed increased anxiety-like, but not despair behavior, compared to controls (Fig. 1*G*,*H*). To study metabolic effects of CSDS, we measured body weight before and after CSDS (Fig. 1*I*). All B6 mice gained weight (mixed ANOVA *post hoc* comparison before versus after CSDS: controls *p* = 9.98 × 10^−28^, resilient *p* = 2.21 × 10^−26^ and susceptible *p* = 6.23 × 10^−20^). BALB and 129 controls gained weight (*p* = 4.90 × 10^−5^ and *p* = 0.012, respectively), while the weight of the defeated mice of these strains did not change during CSDS. Both D2 resilient and susceptible mice lost weight (*p* = 0.004 and *p* = 2.53 × 10^−6^, respectively).

### Oligodendrocyte (OLG)-related genes are differentially expressed in response to stress

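RNA from 88 brain tissue samples of B6 and D2 mice was depleted of ribosomal RNA and sequenced, 32 from the mPFC, 28 from the BNST and 28 from the vHPC, each from a single mouse, and some mice gave both an mPFC and a vHPC sample. A mouse was either an unstressed control, or was defeated and then classed as resilient or susceptible by its social interaction ratio. The mPFC groups held 6 control, 6 resilient and 6 susceptible B6 mice, and 6 control and 8 susceptible D2 mice. The BNST groups held 5 control, 5 resilient and 5 susceptible B6 mice, and 5 control, 3 resilient and 5 susceptible D2 mice. The vHPC groups held 6 control, 8 resilient and 3 susceptible B6 mice, and 6 control and 5 susceptible D2 mice. The authors trimmed the reads, removed PCR duplicates, aligned the rest to GRCm38 and counted them on gene exons.

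The BNST table holds these counts for 48795 genes, of which 8699 have no read in any library. The mPFC and vHPC tables hold log2 CPM of 18946 and 19559 genes, which the authors had filtered, normalized with voom and adjusted for batches with ComBat, so the counts behind a value in these regions cannot be recovered. The reads per mouse are those of the paper's Extended Data Figure 2-1, and in the BNST they equal the totals of the table in all 28 libraries. In the mPFC they ranged from 17264800 to 37034746 (median 21467409.5), in the BNST from 11825757 to 25793910 (median 15273698) and in the vHPC from 8410633 to 26439053 (median 13163909.5).

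Within the mPFC, control B6 mice had 18604605 to 26584052 reads (median 19146217.5), resilient B6 mice 19610021 to 28932444 (median 21839977) and susceptible B6 mice 17264800 to 37034746 (median 20453483.5). Control D2 mice had 20620552 to 26785473 reads (median 21686571) and susceptible D2 mice 18472292 to 29383090 (median 23696080.5). Within the BNST, control B6 mice had 12389258 to 16362207 reads (median 14790864), resilient B6 mice 13650148 to 18274709 (median 15382967) and susceptible B6 mice 11825757 to 25793910 (median 15242899). Control D2 mice had 14148230 to 16264455 reads (median 15758991), resilient D2 mice 13477337 to 15304497 (median 14327263) and susceptible D2 mice 12728661 to 21167139 (median 17243660). Within the vHPC, control B6 mice had 10516228 to 18261272 reads (median 16714327), resilient B6 mice 8410633 to 22931954 (median 11070193) and susceptible B6 mice 10512559 to 22002833 (median 18243462). Control D2 mice had 9247610 to 26439053 reads (median 14785053) and susceptible D2 mice 9978051 to 21540354 (median 13024741).

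For the BNST, the 17515 genes with at least 1 CPM in at least 6 libraries were normalized with edgeR's TMM method and compared with its quasi-likelihood test. The most abundant gene of a BNST library, the mitochondrial ribosomal RNA mt-Rnr1 or mt-Rnr2, took between 2.48% and 14.8% of its counts, and the TMM factors ranged from 0.656 to 1.273. The mPFC and vHPC values were used as deposited and compared with limma's robust empirical Bayes moderation. Each region was fitted with a mean for every group of strain and phenotype, p values were two-sided and adjusted with the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were counted as differentially expressed. BNST counts were not adjusted for batches.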

To establish which biological pathways were affected by chronic stress, we conducted RNA-seq one week after CSDS in mPFC, vHPC, and BNST (Fig. 2*A* Extended Data Fig. 2-1). We selected the B6 and D2 strains for this analysis as they represented the phenotypic extremes in the proportions of susceptible and resilient mice. We were not able to analyze gene expression levels of resilient D2 mice for mPFC and vHPC due to low number of animals in this group. We always compared the stress-susceptible or resilient mice to the same-strain controls. 

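In the mPFC, 420 of the genes tested differed between susceptible and control B6 mice at an adjusted p under 0.05, 178 of them higher and 242 lower. No gene passed this threshold in resilient B6 mice (0 genes, with 731 at an unadjusted p under 0.05) or in susceptible D2 mice (0 genes, with 734 unadjusted). The count in susceptible B6 mice fell to 0 when the prefix of the mouse ID, which 5 of the 6 susceptible B6 mice shared, was added to the model, to 39 with the library preparation set in the model, and to 4 when only the control and susceptible B6 mice were fitted. It ranged from 33 without B6 control replicate 3 to 802 without B6 control replicate 6. The strain by stress interaction, which tests whether the change in susceptible mice differs between the strains, gave 0 genes in the mPFC, with 1766 at an unadjusted p under 0.05.

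In the BNST, no comparison with controls gave a gene past the threshold by edgeR. There were 0 genes in resilient B6 mice (328 unadjusted) and 0 in susceptible B6 mice (1115 unadjusted). There were also 0 in resilient D2 mice (953 unadjusted) and 0 in susceptible D2 mice (1056 unadjusted). With DESeq2 in place of edgeR, 1, 0, 3 and 12 genes passed in the same order. The interaction gave 0 genes by edgeR as well (2004 unadjusted), and 223 with DESeq2 in place of edgeR. With the mouse ID prefix as a covariate the interaction gave 80 genes, and with each mouse left out in turn 0 to 109. Without TMM factors, a choice made after seeing the data, it gave 1416 genes, and the median log2 fold change of all genes in that contrast moved from 0.065 to 0.64. Between susceptible and resilient B6 mice, 1 BNST gene passed, Muc16, with a log2 fold change of 3.36 (adjusted p = 0.0234 from edgeR's quasi-likelihood test), a gene named only after its value was seen.

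In the vHPC, 2120 genes differed in resilient B6 mice (966 higher, 1154 lower), 7949 in susceptible B6 mice (4009 higher, 3940 lower) and 837 in susceptible D2 mice (302 higher, 535 lower). The interaction gave 153 vHPC genes, and 25 without susceptible B6 replicate 1. None of the 10 vHPC library preparation sets held both control and defeated B6 mice, and 1 of them held both control and defeated D2 mice. With library set in the model, the vHPC counts were 41, 202 and 3, and the median standard error of a log2 fold change grew 4.09, 2.96 and 2.5 times in the same order. In the mPFC, 4 of the 5 library sets held both control and defeated mice of a strain in each comparison, and in the BNST 2 of 2 did. Sequencing sets were less balanced in the BNST. Susceptible D2 mice other than replicate 3 had reads from a single sequencing set (1 or 2). All D2 controls had reads from a pair of sets (1+4 or 2+3). Sequencing set was not used as a covariate in the BNST.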

We first determined the overlap of the top 300 up- and downregulated genes between the strains in each brain region (Fig. 2*B*; Extended Data Fig. 2-2), followed up by the RRHO analysis, which shows the overall similarity and direction of DE of all genes (Fig. 2*C*,*D*; Extended Data Fig. 2-3). 

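For each comparison with controls, the signed score −log10(p)*logFC was computed for every gene tested, and the 300 highest and 300 lowest genes formed its top list. Lists of 600 genes drawn at random from the genes tested would share 19 genes in the mPFC, 20.6 in the BNST and 18.4 in the vHPC. Of the genes that the paper lists in Extended Data Figure 2-2, 88.5%, 89.3% and 87.8% were in the top lists recomputed for resilient B6, susceptible B6 and susceptible D2 mice in the mPFC, and 96%, 92% and 92.5% in the vHPC. In the BNST, where the table holds counts without batch adjustment, 51.7% and 52.4% were recovered for resilient and susceptible B6 mice, and 63.3% and 48.7% for resilient and susceptible D2 mice.

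A top list is a fixed number of genes, whether or not they differ between the groups. In the mPFC, 242 of the 600 genes in the list of susceptible B6 mice had an adjusted p under 0.05. In the vHPC, 594, 600 and 483 did in resilient B6, susceptible B6 and susceptible D2 mice. In the other mPFC lists and in every BNST list, no gene did. Predicted genes and pseudogenes made up 45.8%, 32.3% and 46.5% of the mPFC lists against 24.9% of all mPFC genes, and 35.5%, 30.2% and 35.2% of the vHPC lists against 26%. In the BNST they made up 37.8% and 38.5% of the lists of resilient and susceptible B6 mice, against 20% of all genes. The list of susceptible D2 mice held 38.8%, and that of resilient D2 mice, at 21.8%, showed little excess.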

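In the mPFC, the top lists of susceptible B6 and susceptible D2 mice had 32 genes in common, 2.74% of the 1168 genes in either list. Of these, 23 changed in the same direction in both strains and 9 in opposite directions. Across all genes, which are not independent replicates, the signed scores of the 2 strains had a Spearman correlation of 0.155. The mouse ID prefix moved this pair most: with it in the model the correlation was −0.124 and 60 genes were shared. The correlation was −0.001 without susceptible B6 replicate 4. To see what the spread between mice gives alone, the group means were removed from every gene and the remaining values of the mice were reassigned at random 100 times. These draws shared 72.3 genes on average, and 97 of them shared at least 32. With the top 1000 genes in each direction, 6.52% were shared.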

In the mPFC, only 26 (2.2%) of the top differentially expressed genes between the susceptible versus control mice were shared between the B6 and D2 strains, and the RRHO analysis confirmed the highly divergent stress response of the two strains. In the BNST, the transcriptomic response of the two strains was marginally more similar as resilient B6 and D2 mice shared 67 (5.9%), and susceptible B6 and D2 mice shared 101 (9.2%) of the top genes. 

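In the BNST, the top lists of resilient B6 and resilient D2 mice shared 60 genes, 5.26% of the 1140 genes in either list, and those of susceptible B6 and susceptible D2 mice shared 92 genes, 8.30% of 1108. Of the 60 genes, 35 changed in the same direction and 25 in opposite directions. Of the 92 genes, 4 changed in the same direction and 88 in opposite directions, most of them higher in one strain after stress and lower in the other. Across all genes, the correlation of the signed scores was 0.137 between the resilient mice and −0.407 between the susceptible mice, and it stayed negative, between −0.49 and −0.29, when each mouse of the susceptible comparison was left out. The correlation between the resilient mice was −0.084 without B6 control replicate 5. The filter on low counts moved the susceptible pair most, to 23 shared genes and a correlation of −0.144 without a filter, and the resilient pair shared 24 genes when genes were ranked by the test statistic alone.

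In 100 random reassignments of the values with the group means removed, the resilient pair shared 57.4 genes on average and the susceptible pair 58.7, and 46 and 9 of the draws shared at least as many as were found. A correlation as far from 0 as that of the susceptible pair came up in 18 of the draws, and at least 88 genes with opposite changes in 4. These draws were fitted with limma, and the lists found with edgeR. With limma on TMM values the susceptible pair shared 104 genes, 101 of them opposite, with a correlation of −0.416. The draws were not compared with these counts.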

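In the vHPC, the top lists of susceptible B6 and susceptible D2 mice shared 399 genes, 49.8% of the 801 genes in either list, and all 399 changed in the same direction, 185 higher and 214 lower. The correlation of the signed scores across all genes was 0.782, and it stayed between 0.704 and 0.852 with each mouse left out. None of 100 random reassignments of the values with the group means removed gave as high a correlation (0 draws, with a highest of 0.565) or as many shared genes (0 draws, with a highest of 134). With the sequencing set in the model 364 genes were shared. With the library preparation set in the model, the alternative that moved the pair most, 44 genes were shared and the correlation was −0.127. Control and defeated B6 mice were in different library sets throughout the vHPC.

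From the shared top genes and the rank-rank hypergeometric overlap (RRHO) in each region, the paper concludes that the strains responded in a divergent way in the mPFC and in a largely shared way in the vHPC.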

We detected the greatest overlap of the gene expression response between the strains in the vHPC, where B6- and D2 susceptible mice shared 390 (48.1%) of the top genes. Unlike in the mPFC or BNST, the stress effect was stronger than the strain effect in the vHPC. However, in the vHPC, several genes were downregulated both in the B6 susceptible and resilient mice.

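The vHPC values were split into the share of each gene's variance that went with strain and the share that went with defeat, control mice against all stressed mice. On average over genes, strain took 38.5% in the vHPC and defeat 7.04%. The shares were 20.4% and 2.94% in the mPFC, and 10.1% and 2.47% in the BNST. Defeat took more than strain for 1905 of the vHPC genes (9.74%), for 22.2% of the mPFC genes and for 27.7% of the BNST genes. With only the control and susceptible mice, strain took 33.7% and susceptibility 12.6% in the vHPC. Between control mice of the 2 strains, 11603 genes differed in the vHPC (5911 higher in D2), 5265 in the mPFC (2531 higher) and 439 in the BNST (198 higher).

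In the vHPC, the changes after stress ran along the strain difference. For 85 genes chosen in the BNST, where the D2 and B6 controls differed by more than 3 on the log2 scale, the vHPC change was regressed on the vHPC difference between the control groups. The slope was 0.321 (standard error 0.002) in resilient B6 mice, 0.463 (0.006) in susceptible B6 mice and 0.237 (0.003) in susceptible D2 mice, with 84, 84 and 85 of the 85 genes moving in the direction of the D2 controls. The same slopes were 0.027 (0.008), 0.051 (0.012) and 0.043 (0.007) in the mPFC. These standard errors come from the scatter of the 85 genes, taken as independent, and do not measure the spread between mice. The slopes place stressed B6 mice, averaged over these genes, between the B6 and D2 controls, and susceptible D2 mice beyond the D2 controls. Single genes departed from this, such as Mybpc1, at 1.61 in susceptible B6 mice against 0.96 in B6 and 1.2 in D2 controls, a gene chosen after its value was seen. Across all vHPC genes, the change after stress and the strain difference had a Spearman correlation of 0.877, 0.856 and 0.803 in the same order of groups. These correlations share the control mice, and with no mouse in common, between resilient minus control B6 mice and control D2 minus susceptible B6 mice, the correlation was 0.729 in the vHPC, 0.167 in the mPFC and −0.243 in the BNST.

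**Figure D1:**
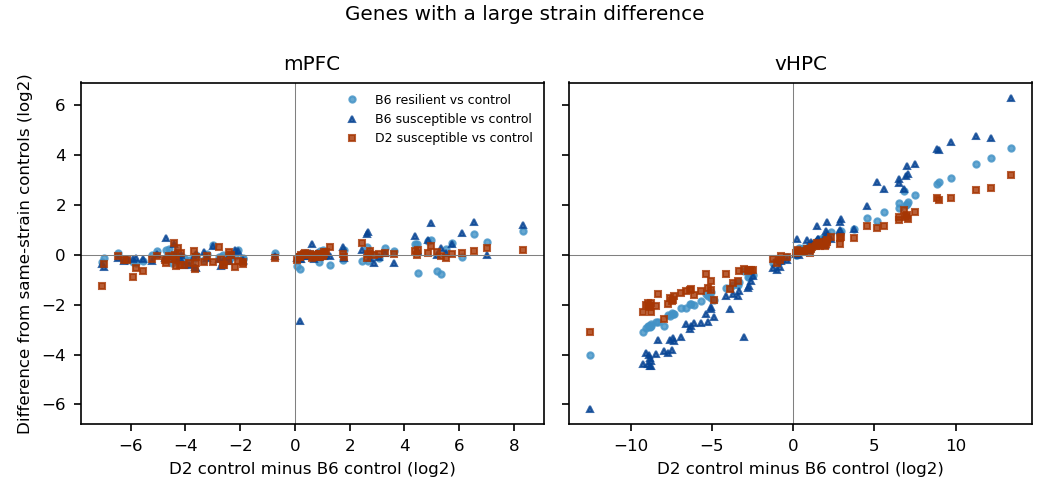
Difference of each stressed group from its same-strain controls (vertical axis, log2) against the difference between D2 and B6 controls (horizontal axis, log2) in the mPFC and the vHPC. Each point is 1 of the 85 genes with a log2 strain difference above 3 in the BNST, and symbols mark the 3 comparisons. In the vHPC the points lie along lines with slopes of 0.321, 0.463 and 0.237, and in the mPFC they lie near the horizontal axis.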

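In the vHPC, 1022 genes were lower at an adjusted p under 0.05 in both resilient and susceptible B6 mice than in the same control mice, and 758 were higher in both. A single gene, Parm1, was lower in resilient and higher in susceptible mice, and it is named only because of this. The lists of the 300 highest and 300 lowest scores shared 383 genes, 171 of them increased in both and the rest decreased in both. Both comparisons use the same 6 control mice, so part of this overlap arises from the controls. Between the susceptible and the resilient mice themselves, which share no mouse, 5404 vHPC genes differed.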

**Figure 2.**
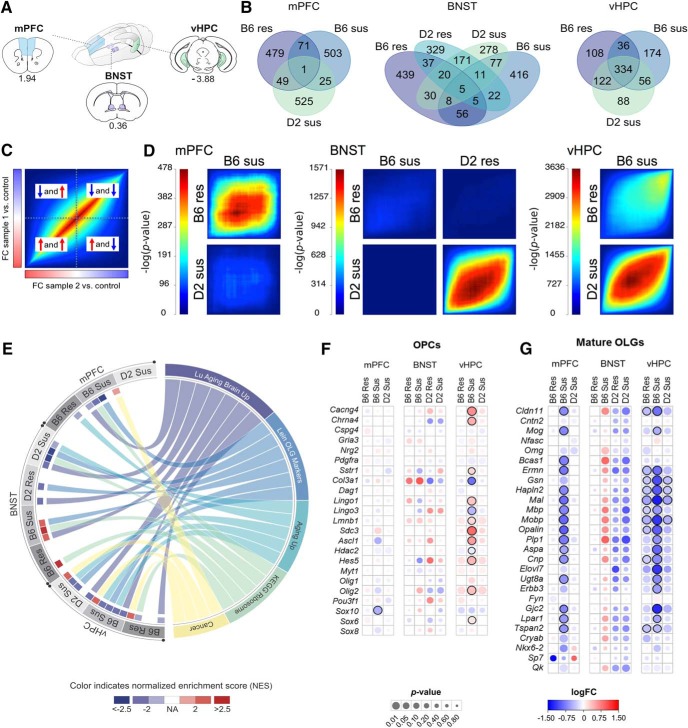
RNA-seq implicates OLG-related gene expression changes after CSDS. ***A***, Regions dissected for RNA-seq from D2 and B6 mice (for sample and RNA-seq details, see Extended Data Fig. 2-1). ***B***, Overlap of 300 top downregulated and 300 top upregulated genes between stressed and control mice, separately for each brain region (see Extended Data Fig. 2-2 for top 300 differentially expressed genes and Extended Data Fig. 2-3*A*,*B* for overlap separately for upregulated and downregulated genes). ***C***, Key to RRHO showing a hypothetical heatmap of two identical datasets (“FC sample 1 versus control” and “FC sample 2 versus control”). Following differential gene expression analysis, genes were ranked by their fold change (FC) and assigned to bins of 100 genes. Overlap of genes was then compared between each ranking matched bin of “sample 1 versus control” and “sample 2 versus control.” Heatmap color represents the significance of the overlap [-log10(*p*)] of genes between bins. Thus significant *p* values in the bottom-left corner indicate that the two datasets have shared upregulated genes, significant *p* values in the top-right corner indicate shared downregulated genes, and significant *p* values in the middle indicate genes not differentially expressed or with small FC. Significant *p* values in the top-left or bottom-right corner represent genes regulated in opposite directions between the two datasets. ***D***, RRHO shows significant similarity in the gene expression response to CSDS between resilient and susceptible mice within strains (B6 mPFC and vHPC, D2 BNST) and between susceptible mice of B6 and D2 strains (vHPC). Scale bar = –log(*p*) of rank classes (*n* = 100), for each brain region separately. ***E***, Circos plot showing the top five enriched gene sets overlapping between the brain regions in stress-resilient and susceptible mice compared to controls. Only normalized enrichment scores (NESs) achieving significance (*p_FDR_* < 0.05) are shown. A positive (or negative) NES for a given gene set indicates its overrepresentation at the top (or bottom, respectively) of the ranked list of upregulated (or downregulated, respectively) genes. See Extended Data Figures 2-4, 2-5 for GSEA and GO analyses, respectively; see Extended Data Figure 2-3*C* for expression FC for genes in the Lein OLG Markers gene set. ***F***, ***G***, Merged heat map showing the expression FC (logFC) and significance (*p*) of OPC-specific (***F***) and OLG-specific (***G***) genes. B6: C57BL/6NCrl strain; D2: DBA/2NCrl strain; Res: resilient; Sus: susceptible; mPFC: medial prefrontal cortex; BNST: bed nucleus of the stria terminalis; vHPC: ventral hippocampus; Lu Aging Brain Up: LU_AGING_BRAIN_UP; Lein OLG Markers: LEIN_OLIGODENDROCYTE_MARKERS; Aging Up: DEMAGALHAES_AGING_UP; KEGG Ribosome: KEGG_RIBOSOME; Cancer: GINESTIER_BREAST_CANCER_ZNF217_AMPLIFIED_DN.

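RRHO was recomputed on the signed scores in steps of 100 genes, and the largest overlap is given as −ln(p) of the hypergeometric test, which treats genes as independent and so has no error rate for mice. Within B6 mice, resilient against susceptible, it reached 370 in the mPFC, 457 in the BNST and 2270 in the vHPC. Within D2 mice in the BNST it reached 2480. Between susceptible mice of the 2 strains it reached 142 in the mPFC, 3 in the BNST and 3470 in the vHPC, and between resilient mice in the BNST it reached 136. The overlap of genes changed in opposite directions, in −log10(p), reached 388 between susceptible mice in the BNST. The Spearman correlation of the signed scores between resilient and susceptible mice was 0.261 in the B6 mPFC, 0.276 in the B6 BNST, 0.688 in the D2 BNST and 0.652 in the B6 vHPC.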

10.1523/ENEURO.0166-18.2018.f2-1 Extended Data Figure 2-1 SI ratios, division of mice to phenotypic groups, library preparation and sequencing batches, and the number of analyzed RNA-seq reads. mPFC: medial prefrontal cortex; vHPC: ventral hippocampus; BNST: bed nucleus of the stria terminalis; B6: C57BL/6NCrl; D2: DBA/2NCrl. Download Figure 2-1, XLSX file.

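For each comparison with controls in which genes passed the threshold, the highest and lowest signed scores were taken among genes whose stressed mice all lay on one side of the control mean. In susceptible B6 mice in the mPFC, these were the pseudogene Gm28438 (chromosome 1, 24612775 to 24613119), with a log2 fold change of 5.23 (adjusted p = 0.00882 from limma), Wdfy1 with 1.00 (adjusted p = 0.00705), mt-Nd3 with −5.41 (adjusted p = 0.00101) and Hist1h4m (chromosome 13, 21811746 to 21812147) with −4.56 (adjusted p = 0.00556). Hist1h4m is also the first gene of the paper's list, and its mean log2 CPM was −4.86 ± 0.32 (SD, n = 6) in susceptible and −0.30 ± 1.44 (SD, n = 6) in control mice, which is under 1 CPM in both groups. With the mouse ID prefix as a covariate these changes became 0.39 for Gm28438, 0.145 for Wdfy1, −2.86 for mt-Nd3 and −1.57 for Hist1h4m, and none passed (adjusted p from 0.311 to 0.928). Gm28438 is annotated as a pseudogene, and the table does not show whether its reads are shared with a related gene.

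In the vHPC, Sycp1 and the pseudogene Gm13394 had the highest scores in all 3 comparisons, and 6820402A03Rik was among the lowest in all 3. The log2 fold change of Sycp1 was 3.93 in resilient B6, 5.57 in susceptible B6 and 3.00 in susceptible D2 mice, and that of 6820402A03Rik was −4.02, −6.17 and −3.10. These genes separate the strains: the mean of Sycp1 was −8.65 ± 0.42 (SD, n = 6) in B6 controls and 3.35 ± 0.63 (SD, n = 6) in D2 controls, and that of 6820402A03Rik was 7.46 ± 0.32 (SD, n = 6) and −5.05 ± 0.71 (SD, n = 6). In the vHPC, 0 reads give a log2 CPM between −5.725 and −4.072, depending on the library size of the mouse. The means of Sycp1 and Gm13394 (−6.99) in B6 controls lay below this range. So did the mean of 6820402A03Rik in susceptible D2 mice (−8.15), and its mean in D2 controls lay within the range. The size of fold changes that use these means cannot be read as a change in reads. Gm13394 changed by 4.3, 6.30 and 3.21, Gm5148 by −2.84 in resilient B6 and −2.55 in susceptible D2 mice, and Gm26498 by −4.86 in susceptible B6 mice. With library set as a covariate, 3 of these no longer passed in susceptible D2 mice: Sycp1 (1.60), Gm13394 (1.23) and 6820402A03Rik (−1.19). Gm13394 did not pass in resilient B6 mice either (5.78, adjusted p = 0.052). The change of 6820402A03Rik in B6 mice was larger with this covariate, −6.47 in resilient and −8.00 in susceptible mice. No library set held both control and defeated B6 mice.

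The first genes of the other lists did not pass the threshold. They were S100a5 in resilient B6 mice in the mPFC (log2 fold change −3.69, standard error 1.78) and Gm1966 in susceptible D2 mice (1.33, standard error 0.39). In the BNST they were Mybpc1 in resilient B6 (3.56, standard error 0.866), Gm42742 in susceptible B6 (−2.51, standard error 0.558), Ano7 in resilient D2 (2.44, standard error 0.503) and mt-Nd6 in susceptible D2 mice (−1.57, standard error 0.434), with adjusted p values from edgeR between 0.537 and 1.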

10.1523/ENEURO.0166-18.2018.f2-2 Extended Data Figure 2-2 Top 300 upregulated and top 300 downregulated genes as ranked by -log10(*p*)*|logFC| for each comparison shown in Figure 2*B*. mPFC: medial prefrontal cortex; vHPC: ventral hippocampus; BNST: bed nucleus of stria terminalis; B6: C57BL/6NCrl; D2: DBA/2NCrl; Res: resilient; Sus: susceptible; Con: control. Download Figure 2-2, XLSX file.

10.1523/ENEURO.0166-18.2018.f2-3 Extended Data Figure 2-3 Overlap of the top differentially expressed and OLG-related genes after CSDS. *A*, ***B***, Overlap of the top 300 downregulated (***A***) and top 300 upregulated (***B***) genes between resilient versus control and susceptible versus control mice, separately for each brain region (Fig. 2*B*). ***C***, Merged heat map showing the expression fold change (FC) of resilient versus control and susceptible versus control groups. Genes belonging to the LEIN_OLIGODENDROCYTE_MARKERS gene set in the GSEA (Fig. 2*E*) are shown. FCs are shown only for genes with nominal *p* < 0.05. Genes which did not pass the cut-off are marked in grey (NA). mPFC: medial prefrontal cortex; vHPC: ventral hippocampus; BNST: bed nucleus of the stria terminalis; B6: C57BL/6NCrl; D2: DBA/2NCrl; Con: control; Res: resilient; Sus: susceptible. Download Figure 2-3, PDF file.

10.1523/ENEURO.0166-18.2018.f2-4 Extended Data Figure 2-4 Pathway analysis results from GSEA for Figure 2*E*. Only *p_*FDR*_* < 0.05 are shown in the table. *p_*FDR*_*: a false discovery rate corrected *p* value; *p_*FWER*_*: familywise-error rate. mPFC: medial prefrontal cortex; vHPC: ventral hippocampus; BNST: bed nucleus of the stria terminalis; B6: C57BL/6NCrl; D2: DBA/2NCrl; Res: resilient; Sus: susceptible; Con: control. 

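Extended Data Figure 2-4 lists gene sets by a normalized enrichment score, computed by the authors from the ranked genes with permutations of the genes in each set. The member genes of the curated sets were not used here, and the ribosome set of the KEGG database was approximated by the cytosolic ribosomal protein genes, 78 in the mPFC and BNST tables and 77 in the vHPC table. Their median log2 fold change in the BNST was 0.216 in resilient B6, 0.438 in susceptible B6, 0.102 in resilient D2 and −0.373 in susceptible D2 mice, by edgeR. As a difference of mean log2 CPM the last was −0.286, and it flips to 0.032 when TMM factors are left out, where the median of all genes is 0.353. The median difference between the strains' changes in susceptible mice was −0.81, with 0 genes past the threshold over all genes and 42 at an unadjusted p under 0.05. Limma's camera test, with a preset correlation of 0.01 between genes, gave 1.69e-13, 2.28e-17, 0.0413 and 1.28e-15 for the comparisons with controls, and its fry test, which uses the correlation in the data, gave 0.175, 0.0452, 0.511 and 0.0878. In the mPFC the medians were −0.016, −0.087 and 0.040 in resilient B6, susceptible B6 and susceptible D2 mice, and in the vHPC 0.050, −0.202 and 0.024. Susceptible B6 mice passed both tests in the mPFC (camera 0.000127, fry 0.0442) and in the vHPC (camera 8.11e-07, fry 0.000184).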

Download Figure 2-4, XLSX file.

10.1523/ENEURO.0166-18.2018.f2-5 Extended Data Figure 2-5 Significantly (*p* < 0.05) enriched GO terms within the top 300 upregulated and top 300 downregulated genes for each comparison, converging with results from GSEA (Fig. 2*E*). mPFC: medial prefrontal cortex; vHPC: ventral hippocampus; BNST: bed nucleus of the stria terminalis; B6: C57BL/6NCrl; D2: DBA/2NCrl; Res: resilient; Sus: susceptible; Con: control; BP: biological process; CC: cellular component; MF: molecular function. Download Figure 2-5, XLSX file.

To ask which biological pathways were affected by CSDS, we conducted GSEA and GO term enrichment analysis. 

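The member genes of the aging- and OLG-related sets were not used here, and the 27 mature OLG genes that the paper lists in its Figure 2G were tested as a set in every comparison with controls. In the mPFC their median log2 fold change was −0.024 in resilient B6, −0.609 in susceptible B6 and −0.057 in susceptible D2 mice. In the BNST it was −0.076 in resilient B6, 0.343 in susceptible B6, −0.654 in resilient D2 and −0.628 in susceptible D2 mice. In the vHPC it was −0.294 in resilient B6, −0.598 in susceptible B6 and −0.263 in susceptible D2 mice. No scaling flipped the direction of these medians, but leaving out TMM factors moved the median of all BNST genes by more than 0.1, from −0.008 to −0.169, from −0.016 to −0.272, from 0.027 to 0.19 and from 0.036 to 0.353 in the order above, as differences of mean log2 CPM, and the OLG medians then were −0.215, 0.111, −0.344 and −0.27.

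In the mPFC, camera gave 0.23, 2.65e-19 and 0.0274 for these sets of changes. In the BNST it gave 0.682, 3.9e-08, 2.75e-08 and 4.04e-12, and in the vHPC 1.99e-08, 5.61e-08 and 2.14e-08. It thus called 8 of the 10 comparisons at 0.05. With fry, 4 of them held: susceptible B6 mice in the mPFC (0.000246) and the 3 vHPC comparisons (0.00567, 4.71e-05 and 0.0196). Fry gave 0.562 for susceptible D2 mice in the mPFC, and 0.15, 0.178 and 0.0932 for susceptible B6, resilient D2 and susceptible D2 mice in the BNST. The paper states that aging- and OLG-related sets were enriched in nearly all comparisons.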

GSEA showed significant enrichment of several gene sets (Extended Data Fig. 2-4), of which aging- and OLG-related sets were enriched in nearly all comparisons in all brain regions and both strains (Fig. 2*E*; Extended Data Fig. 2-3*C* ). Although functionally diverse, the genes included in the aging-related gene sets were significantly overrepresented in the “Lein OLG Markers” gene set (*p_FDR_* = 1.2 × 10^−16^). 

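Among the 300 most decreased genes of susceptible B6 mice in the mPFC were 18 of the 27 OLG genes of Figure 2G (Fisher's exact test against all genes in the mPFC table, p = 9.68e-27). The most decreased lists of resilient B6 and of susceptible D2 mice in the mPFC held 1 each (Fisher's exact p = 0.35). Among BNST genes, the most decreased held 3 OLG genes in resilient D2 mice (Fisher's exact p = 0.0107) and 6 in susceptible D2 mice (Fisher's exact p = 5.25e-06), and the most increased genes of susceptible B6 mice held 3. In the vHPC, the most decreased genes held 1 in resilient B6 mice (Fisher's exact p = 0.341), 5 in susceptible B6 mice (Fisher's exact p = 5.02e-05) and 2 in susceptible D2 mice (Fisher's exact p = 0.064). The test treats genes as independent. Gene ontology terms themselves were not analysed here.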

In accordance with GSEA, the most enriched GO terms were related to myelination and OLG development, in particular among the downregulated genes of B6 susceptible mice in the mPFC (Extended Data Fig. 2-5). These combined results from both enrichment analyses prompted us to further investigate OLG-related genes.

Mature OLGs develop from OPCs, which persist even in the adult brain as committed precursors. We asked whether either OPC or OLG cell populations dominantly contributed to the observed DE. The transcriptomic signature associated with CSDS was stronger in the mature OLG markers (Fig. 2*G*) than in the OPC markers (Fig. 2*F*). 

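For each mouse, an OLG score and an OPC score were computed as the mean log2 CPM of the 27 genes of Figure 2G and of the 23 genes of Figure 2F. In the mPFC the difference between the scores, OLG minus OPC, was 0.833 ± 0.138 (SD, n = 6) in susceptible and 1.315 ± 0.251 (SD, n = 6) in control B6 mice, a change of −0.48 (two-sided exact permutation p = 0.00433), lower than the control mean in 6 of 6 mice. In the vHPC it changed by −0.27 in resilient B6 mice (exact permutation p = 0.00366, 8 of 8 lower), by −0.72 in susceptible B6 mice (exact permutation p = 0.0119, the smallest that 3 mice against 6 allow, 3 of 3 lower) and by −0.29 in susceptible D2 mice (exact permutation p = 0.00433, 5 of 5 lower). Adjusted over the 10 comparisons with controls, these became 0.0144, 0.0144, 0.0298 and 0.0144. In the mPFC it changed by −0.090 in resilient B6 (exact permutation p = 0.519) and by −0.017 in susceptible D2 mice (exact permutation p = 0.862). In the BNST it changed by −0.17, 0.39, −0.61 and −0.56 in resilient B6, susceptible B6, resilient D2 and susceptible D2 mice, with exact permutation p values of 0.643, 0.214, 0.179 and 0.151.

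The OPC score itself changed most in susceptible B6 mice in the vHPC, by 0.13 (exact permutation p = 0.0119, 0.119 after adjustment over the 10 comparisons). In the other 9 comparisons its change lay between −0.050 and 0.12. The setting that moved the mPFC difference between scores most was the mouse ID prefix as a covariate, with −0.17 (permutation p = 0.0974), and in the vHPC the median over genes in place of the mean gave −0.27 in susceptible B6 mice (permutation p = 0.0952). In the BNST, 1 mouse decided a call in each of 3 comparisons: without B6 control replicate 5 the change in susceptible B6 mice was 0.60 (exact permutation p = 0.0317), and without D2 control replicate 1 the changes were −0.83 in resilient (exact permutation p = 0.0286) and −0.78 in susceptible D2 mice (exact permutation p = 0.0476). The paper concludes from the genes of both lists that the signature was stronger in mature OLG markers.

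**Figure D2:**
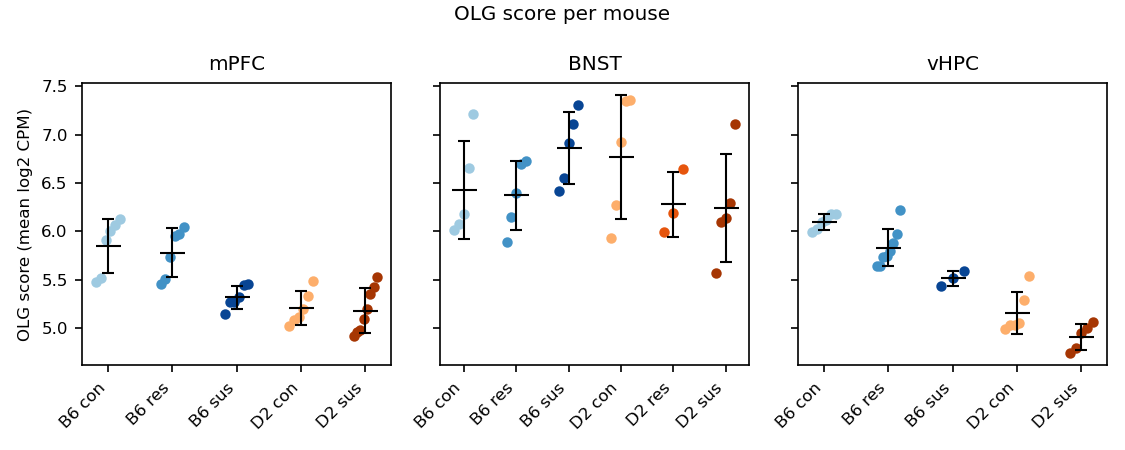
OLG score per mouse (vertical axis, mean log2 CPM of the 27 genes of Figure 2G) in each group of strain and phenotype (con, control; res, resilient; sus, susceptible). Points are mice and black bars are the mean and SD. The 6 susceptible B6 mice in the mPFC lie between 5.144 and 5.457, all below the lowest B6 control at 5.478.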

To validate the RNA-seq findings, we analyzed *Opalin*, *Ermn*, *Mobp*, *Plp1*, and *Mbp* gene expression levels with q-RT-PCR in mPFC, BNST, and vHPC and found high correlation with RNA-seq and q-RT-PCR measurements of these myelination-related genes (mean *r* = 0.82; Fig. 3).

**Figure 3.**
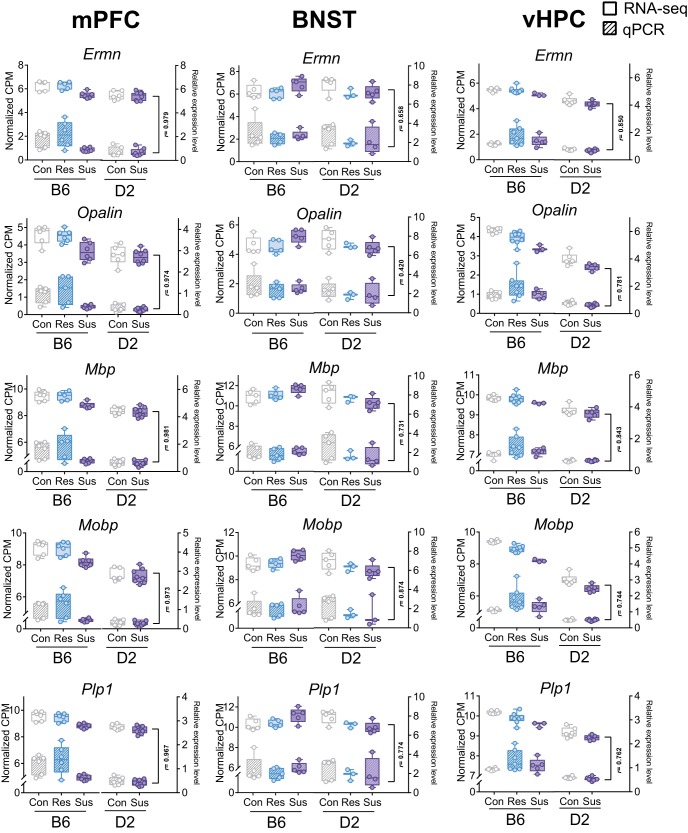
Strong correlation of gene expression levels of selected myelin-related genes determined by RNA-seq and q-RT-PCR. Box plots show the gene expression levels of five myelin-related genes (*Ermn*, *Opalin*, *Mbp*, *Mobp*, and *Plp1*) measured by RNA-seq (voom normalized number of reads, left *y*-axis, solid fill) and q-RT-PCR (right *y*-axis, striped fill). Pearson correlation coefficient (*r*) was calculated across the five (mPFC, vHPC) or six (BNST) group means. Box plots show distribution of values from min to max. mPFC: medial prefrontal cortex; vHPC: ventral hippocampus; BNST: bed nucleus of the stria terminalis; B6: C57BL/6NCrl: D2: DBA/2NCrl; Con: control; Res: resilient; Sus: susceptible.

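The RNA-seq side of this comparison was recomputed for Ermn, Mobp, Mbp and Opalin, all protein coding, in the units of each table (log2 CPM). Ermn (ENSMUSG00000026830) lies on chromosome 2 from 58045113 to 58052864, Mobp (ENSMUSG00000032517) on chromosome 9 from 120149707 to 120181484, Mbp (ENSMUSG00000041607) on chromosome 18 from 82475146 to 82585637 and Opalin (ENSMUSG00000050121) on chromosome 19 from 41061710 to 41077113. In the mPFC, Mobp was 8.19 ± 0.32 (SD, n = 6) in susceptible and 9.08 ± 0.45 (SD, n = 6) in control B6 mice, a log2 fold change of −0.89 (standard error 0.209, adjusted p = 0.0269 from limma), and Mbp was 8.79 ± 0.23 and 9.49 ± 0.36 (−0.70, standard error 0.166, adjusted p = 0.0278). Ermn was 5.5 ± 0.27 and 6.29 ± 0.41 (−0.79, standard error 0.193, adjusted p = 0.0313), and Opalin was 3.62 ± 0.54 and 4.59 ± 0.53 (−0.97, standard error 0.266, adjusted p = 0.0491). All 6 susceptible mice were below the control mean at each of these genes. Leaving out a mouse raised the adjusted p above 0.05 for each of them, up to 0.074 for Mbp and 0.132 for Opalin. With the mouse ID prefix as a covariate the changes were −0.165 for Ermn, −0.114 for Mobp, −0.135 for Mbp and −0.083 for Opalin (adjusted p from 0.909 to 0.972). In resilient B6 and susceptible D2 mice in the mPFC, the log2 fold changes of these genes lay between −0.091 and 0.038, with adjusted p values of at least 0.987.

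In the BNST, susceptible B6 mice had higher levels of these 4 genes, from 0.57 (Ermn) to 0.74 (Mbp, standard error 0.388), and susceptible D2 mice lower levels, from −0.62 (Opalin) to −1.08 (Mbp, standard error 0.39). None passed the threshold, with adjusted p values from edgeR of 0.765 to 0.868 and of 0.635 to 0.877. These 4 genes were lower in the vHPC of susceptible B6 mice, by limma, from −0.60 for Mbp (adjusted p = 0.000447) to −1.19 for Mobp (adjusted p = 2.58e-07), in 3 of 3 mice. In resilient B6 mice Ermn (−0.40, adjusted p = 0.0102) and Mobp (−0.46, adjusted p = 0.00314) passed, and in susceptible D2 mice Mobp did (−0.45, adjusted p = 0.0221). With library set as a covariate, Ermn and Mbp in susceptible D2 mice in the vHPC changed sign, to 0.038 and 0.142. The q-RT-PCR values were not analysed here.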

### Myelin-related variation after stress is not observed globally in the brain

To test whether differences in myelin-related gene expression were observed across the brain, we measured expression levels of *Opalin, Ermn, Mobp, Plp1*, and *Mbp* in the whole cortex (lacking the mPFC), hypothalamus, and dorsal hippocampus (dHPC) by q-RT-PCR. Using mixed ANOVA we determined that there was no significant main effect by the group (control, resilient or susceptible) on myelin-related gene expression in any of the brain regions of either strain. While *Opalin* expression was lower in D2 susceptible mice compared to controls in the hypothalamus as determined by *post hoc* comparison (*p* = 0.006), the expression levels of the other genes did not differ between the stressed and control mice in any region (Fig. 4*A–F*). We also measured the thickness of the corpus callosum in brain sections stained with a myelin-binding antibody (anti-CNPase) (Fig. 4*G*). We observed no differences in stress-susceptible or resilient mice compared to controls (Fig. 4*H*,*I*).

**Figure 4.**
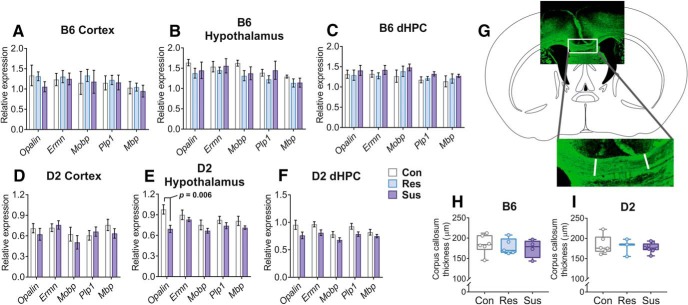
No generalized effects on OLG-related gene expression or corpus callosum thickness after CSDS. ***A–F***, Bar graphs showing the normalized expression levels of myelin-related genes in the hypothalamus and two brain regions not critically influenced by CSDS [cortex (without mPFC) and dHPC]. B6 and D2 mice were analyzed 6–8 d following CSDS. Myelin-related gene expression did not differ between phenotype groups in any of the brain regions of either strain. Only *Opalin* was expressed at a lower level in the hypothalamus of D2 susceptible mice compared to controls as shown by *post hoc* analysis. Mean ± 1 SEM is shown. ***G***, ***H***, CSDS does not affect corpus callosum thickness in B6 or D2 mice. Myelin visualized by anti-CNPase staining. Atlas outline modified from Franklin and Paxinos (2008); *n* = B6: Con = 6, Res = 5, Sus = 4; D2: Con = 6, Res = 3, Sus = 8. Error bars = min – max; D2: DBA/2NCrl strain; B6: C57BL/6NCrl strain; Con: control; Res: resilient; Sus: susceptible; dHPC: dorsal hippocampus.

### Myelin thickness and g ratio differ in brain region and genetic background-dependent manner

To determine whether CSDS affects myelination, we conducted TEM of myelinated axons in mPFC, BNST, and vHPC. In addition to analyzing axons of different diameters within each brain region and stress group together (Extended Data Fig. 5-2), we divided the axons to three size groups given that different types of neuronal projections may differ in axon diameter (Fig. 5; Extended Data Fig. 5-3). We discovered several brain region- and strain-specific differences between stress groups in g ratio, i.e., the ratio of the inner axonal diameter to the total outer diameter, myelin thickness, and axon diameter. Overall, D2 resilient mice had higher g ratio and thinner myelin in the mPFC compared to susceptible mice. B6 susceptible mice had thinner myelin in the vHPC compared to controls and thicker myelin in the BNST compared to resilient mice (Extended Data Fig. 5-2). In addition to these general findings, we found significant differences between stress susceptible or resilient mice compared to controls in axons of certain diameter (Fig. 5). We also observed modestly but significantly smaller axon diameter (without the myelin sheath) in the mPFC of D2 susceptible mice compared to controls (Extended Data Fig. 5-2).

**Figure 5.**
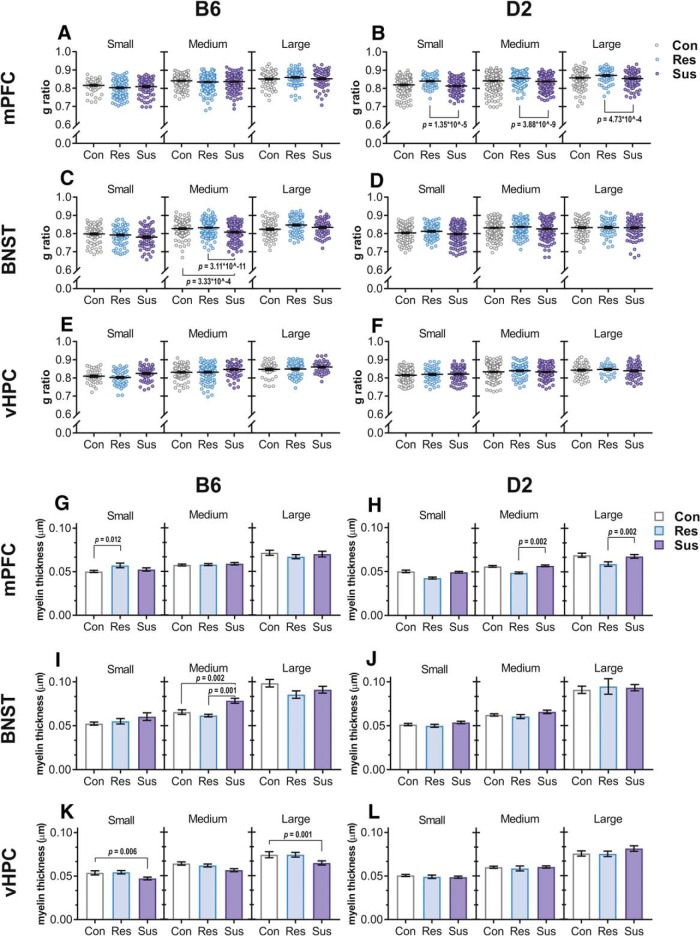
CSDS influences g ratio, myelin thickness, and axon diameter as measured by TEM. ***A–F***, Scatter plots of g ratio with mean indexed by a horizontal line. G ratio was lower in medium sized BNST axons of B6 susceptible mice compared to both control and resilient mice, and higher in all axon size categories in the mPFC of D2 resilient mice compared to susceptible mice. ***G–L***, Bar graphs of mean myelin thickness. Concurrently to g ratio measurements, B6 susceptible mice had thicker myelin on medium sized axons in the BNST compared to resilient or control mice, and D2 resilient mice had thinner myelin on medium and large axons in the mPFC compared to susceptible mice. Additionally, myelin was thicker in the small axons of the mPFC in B6 resilient mice compared to controls and thinner in the small and large axons of the vHPC in B6 susceptible mice compared to controls; *n* = B6: Con = 3, Res = 4, Sus = 3; D2: Con = 6, Res = 3, Sus = 5. Error bars ± 1 SEM. See Extended Data Figure 5-1 for schematics of dissected regions, Extended Data Figure 5-2 for analyses without division of axons into size categories, and Extended Data Figure 5-3 for size category division criteria. All nominal *p* values surviving Bonferroni correction are shown. D2: DBA/2NCrl; B6: C57BL/6NCrl; mPFC: medial prefrontal cortex; BNST: bed nucleus of the stria terminalis; vHPC: ventral hippocampus; Con: control; Res: resilient; Sus: susceptible.

10.1523/ENEURO.0166-18.2018.f5-1 Extended Data Figure 5-1 Regions dissected for TEM. Purple shaded squares outline the dissected samples from 200-µm sections. Atlas outlines are based on Franklin and Paxinos (2008), and the distance from the midline (sagittal) in millimeters is shown below each image. Download Figure 5-1, PDF file.

10.1523/ENEURO.0166-18.2018.f5-2 Extended Data Figure 5-2 Effect of CSDS on g ratio (***A***) and myelin thickness (***B***) when comparing all axons without division into axon size categories (for results with division into small, medium, and large axon size categories, see Fig. 5) and on axon diameter (***C***). ***D***, Representative TEM images for each group, scale bar = 0.5 µm. Error bars ± 1 SEM. All nominal *p* values surviving Bonferroni correction against α = 0.0167 are shown. Download Figure 5-2, PDF file.

10.1523/ENEURO.0166-18.2018.f5-3 Extended Data Figure 5-3 Details of axons assessed by TEM (depicted in Fig. 5). Calculation of axon diameter category boundaries (small, medium, large) in each brain region, and the number of animals and axons per category and group. mPFC: medial prefrontal cortex; vHPC: ventral hippocampus; BNST: bed nucleus of the stria terminalis; B6: C57BL/6NCrl; D2: DBA/2NCrl; Res: resilient; Sus: susceptible; Con: control. Download Figure 5-3, XLSX file.

## Discussion

We established that the behavioral and brain transcriptomic responses to chronic psychosocial stress are genetically controlled. We discovered that BALB, 129, and D2 mice were more susceptible to chronic stress than B6 mice. We demonstrated, by unbiased RNA-seq, that after CSDS the most significantly affected gene sets and biological pathways in the mPFC, vHPC, and BNST were related to myelination. Consistently, we observed significant brain region and strain-dependent differences in myelin thickness after stress. Neither myelin gene expression in other cortical regions or the dHPC, nor corpus callosum thickness, differed between stressed and control mice, suggesting no overall white matter changes due to CSDS.

We first established the CSDS paradigm in four inbred mouse strains and demonstrated that genetic factors control their adaptive behavior to stress. Consistently with prior findings (Razzoli et al., 2011a; Savignac et al., 2011), BALB mice were more sensitive to CSDS-induced SA than B6 mice. Additionally, innately anxious D2 and 129 mice were also highly susceptible to CSDS, suggesting that anxious strains may in general be stress-sensitive. CSDS did not affect locomotor activity of 129 or BALB mice, but both resilient and susceptible mice failed to gain weight during the defeat period. By contrast, the defeated D2 mice had lower locomotor activity than controls, and they lost weight during defeat. Differently to the other strains, the defeated B6 mice had lower locomotor activity compared to controls but they gained weight during defeat, similarly to controls. We also investigated other behaviors in this strain, and found that the stress-susceptible mice had increased anxiety-like behavior, but no difference in despair behavior, as in previous studies (Krishnan et al., 2007; Razzoli et al., 2011a). We acknowledge that due to limitations of our animal facility, all mice were brought into the experimental room together before behavioral testing, where they stayed behind a screen during the testing of other animals, possibly introducing confounding factors. Overall, our results suggest that the studied strains use different coping strategies to stress, and that such behavior has a strong genetic basis.

In addition to different behavioral responses to CSDS, we observed large differences in the brain transcriptomic response to stress between B6 and D2 strains. mPFC and BNST expression patterns were more similar within strains, between the resilient and susceptible mice, than between susceptible or resilient mice of different strains. However, in vHPC, the transcriptomic response of B6 and D2 susceptible mice was highly similar. This result may reflect the different organization and roles of these three brain regions in processing stress-related signals. It may be that the vHPC relays primary information regarding stress, while the BNST and mPFC may have more interpreting and processing roles, and therefore little genetic variation is tolerated within the hippocampal stress response. vHPC gene expression is influenced by glucocorticoids through glucocorticoid receptors, which are strongly expressed in the hippocampus (Ahima and Harlan, 1990; Ahima et al., 1991; Gray et al., 2017). 

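Resilient and susceptible mice of a strain were compared with the same controls, which alone makes the comparisons alike. Within the mPFC, the top lists of resilient and susceptible B6 mice shared 74 genes, all changed in the same direction. With the group means removed and the values reassigned at random, the correlation within B6 mice averaged 0.486 over 100 draws, 90 of which were at least as high as the one found, and the lists shared 150 genes on average, with 93 draws at or above 74. The BNST lists of B6 mice shared 82 genes (62 in the same direction, 20 opposite), with a mean of 138.6 in the draws and 91 draws at or above it, and 85 draws had as high a correlation. The lists of D2 mice in the BNST shared 221 genes, 220 of them in the same direction, against a mean of 120.4 and a highest of 228 in the draws, and 3 draws shared as many. Their correlation was reached in 17 draws, with a mean of 0.409. Leaving out single mice moved the number for B6 mice in the BNST from 54, without susceptible replicate 3, to 129, without control replicate 4.

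The paper states that the brain transcriptomic response to stress differed greatly between B6 and D2 mice, and describes mPFC and BNST expression as more alike within a strain than between strains.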

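When the part of each vHPC response that lies along the difference between D2 and B6 controls was removed, a step chosen after seeing the data, the 2 strains' susceptible mice shared 51 top genes and the correlation of their scores was 0.288. Random reassignments of the values, processed in the same way, shared 66.6 genes on average, and 69 of 100 shared as many, and 24 had as high a correlation. After the same step, 0 genes passed the threshold in resilient B6, susceptible B6 and susceptible D2 mice, with 4786 genes at an unadjusted p under 0.05 in susceptible B6 (9654 before the step) and 96 in susceptible D2 mice. The vHPC mice ran along a first principal component with 76.8% of the variance, from B6 controls (−67.8 to −61) through resilient (−34.7 to −23.7) and susceptible B6 mice (−7.2 to −1.6) to D2 controls (42.3 to 52.3) and susceptible D2 mice (64.5 to 79.1), with no overlap between groups.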

BNST receives projections from several amygdalar nuclei and mediates anxiety-related information to hypothalamic and brainstem targets (Davis et al., 2010). The mPFC influences stress-associated social behavior by evaluation of perceived threats, top-down control of goal-directed behavior (Carlén, 2017), and emotion regulation (Etkin et al., 2015). These differences reflected on the transcriptomic response to stress may contribute to the distinct coping strategies of the strains.

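Of the 27 OLG genes, 13 passed an adjusted p of 0.05 over all genes in susceptible B6 mice in the mPFC, all lower, with 22 at an unadjusted p under 0.05 and 21 adjusted over the list alone. None passed in resilient B6 mice (0 genes, 0 unadjusted) or in susceptible D2 mice in the mPFC (0 genes, 1 unadjusted, 0 adjusted over the list alone). In the BNST, 0 passed in any comparison, with 0, 5, 4 and 8 unadjusted in resilient B6, susceptible B6, resilient D2 and susceptible D2 mice and 0 adjusted over the list alone. In the vHPC, 8 passed in resilient B6 mice (18 unadjusted, 16 adjusted over the list alone), 18 in susceptible B6 mice (20 unadjusted, 19 adjusted over the list alone) and 3 in susceptible D2 mice (15 unadjusted, 10 adjusted over the list alone), all of those that passed being lower. Lower levels than in controls, at any p, were found for 26 of 27 genes in susceptible B6 mice and 21 in susceptible D2 mice in the mPFC, and for 26, 23 and 25 in the vHPC.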

We found significant enrichment of OLG- and aging-related genes within the differentially expressed genes in both strains and all brain regions. The highly significant overlap between both of these gene sets suggests similar changes in OLG-related gene expression may be associated with both aging and chronic psychosocial stress. This OLG-related signal was derived mostly from genes expressed in mature OLGs, which are the myelin-producing cells in the central nervous system. 

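The 23 OPC genes of Figure 2F had a median log2 fold change of 0.032 in resilient B6, −0.041 in susceptible B6 and −0.002 in susceptible D2 mice in the mPFC, where none passed the threshold (0 genes, with 0, 3 and 0 unadjusted). In the BNST the medians were 0.043, 0.052, 0.040 and −0.090 in resilient B6, susceptible B6, resilient D2 and susceptible D2 mice, by edgeR. As differences of mean log2 CPM they were 0.084, 0.035, 0.163 and 0.032, and without TMM factors −0.077, −0.221, 0.326 and 0.350, where the medians of all genes moved to −0.169, −0.272, 0.190 and 0.353. No BNST gene of the list passed the threshold (0 genes, with 1, 1, 0 and 1 unadjusted). In the vHPC the medians were −0.010, which flips to 0.010 after quantile normalization, 0.122 and 0.055 in resilient B6, susceptible B6 and susceptible D2 mice, and 1, 13 and 1 genes passed the threshold. Of the 13 genes in susceptible B6 mice, 10 were higher and 3 lower, which camera (0.0324) and fry (0.00518) both called as an increase.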

Myelin plasticity, a response of OLGs to neuronal activity (Gautier et al., 2015; Koudelka et al., 2016; Purger et al., 2016; Mitew et al., 2018), is retained in adulthood (Bengtsson et al., 2005; McKenzie et al., 2014). Downregulation of OLG-related genes was especially pronounced in the vHPC, and also in the mPFC of B6 susceptible mice. 

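In susceptible B6 mice in the mPFC, the OLG score was 5.318 ± 0.119 (SD, n = 6), against 5.850 ± 0.283 (SD, n = 6) in controls, a difference of −0.53 on the log2 scale (two-sided exact permutation p = 0.00216, the smallest that 6 mice against 6 allow, 0.0216 adjusted over the 10 comparisons with controls), with 6 of 6 mice below the control mean. It was also lower than in resilient B6 mice (−0.46, exact permutation p = 0.00433). The score changed by −0.071 in resilient B6 (exact permutation p = 0.645) and −0.026 in susceptible D2 mice (exact permutation p = 0.815), and the change in susceptible mice differed between the strains by 0.51 (permutation within strains, p = 0.0239, 0.0717 adjusted over 3 regions). Leaving out a mouse kept the difference in susceptible B6 mice between −0.606 and −0.476. With the mouse ID prefix as a covariate it was −0.138 (permutation p = 0.145). Within groups, the score of mPFC mice went with that of a list of striatal neuron genes (Pearson 0.682, permutation p = 0.00041, Spearman 0.686, permutation p = 0.00044, Pearson 0.691 without the 2 farthest mice, 0.00441 adjusted over 14 relations), and adjusting for that list moved the difference to −0.309.

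In the vHPC, the score was 5.515 ± 0.080 (SD, n = 3) in susceptible and 6.097 ± 0.079 (SD, n = 6) in control B6 mice, a difference of −0.58 (exact permutation p = 0.0119, 0.04 adjusted). It was 5.833 ± 0.193 (SD, n = 8) in resilient B6 mice, a difference of −0.26 (exact permutation p = 0.012, 0.04 adjusted), and in susceptible D2 mice 4.912 ± 0.136 (SD, n = 5) against 5.157 ± 0.215 (SD, n = 6), a difference of −0.25 (exact permutation p = 0.0541, 0.135 adjusted). With library set as a covariate, the difference in susceptible D2 mice was 0.0 (permutation p = 1.0), and 1 library set held both control and defeated D2 mice. The changes of the strains differed by 0.34 (permutation within strains, p = 0.188), and by 0.769 with that covariate (permutation p = 0.00545). The latter p takes the fitted library set effects as known and so overstates the evidence. With library set in the model, the median standard error of the interaction over genes grew 3.46 times. The control groups of the 2 strains themselves differed by −0.94 (exact permutation p = 0.00216). What the strain difference predicts for the 3 groups is −0.436, −0.302 and −0.223 in the order above, which leaves −0.147 (standard error 0.105), 0.037 (standard error 0.076) and −0.022 (standard error 0.111). As the median over genes, the difference in susceptible B6 mice was −0.156 (exact permutation p = 0.202).

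The paper states that the decrease was pronounced in the vHPC and in the mPFC of B6 susceptible mice.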

On the structural level, vHPC myelin sheaths of B6 susceptible mice were thinner than in control mice, concurring with the downregulation of myelin-related genes. Interestingly, in the BNST, B6 susceptible mice had thicker myelin sheaths and smaller g ratio compared to both resilient and control mice, also concurring with the gene expression patterns. 

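In the BNST, the OLG score of susceptible B6 mice was 6.860 ± 0.372 (SD, n = 5), against 6.430 ± 0.505 (SD, n = 5) in controls, a difference of 0.43 on the log2 scale (two-sided exact permutation p = 0.167), with 4 of 5 mice above the control mean. Against resilient mice (6.371 ± 0.358, SD, n = 5) the difference was 0.49 (exact permutation p = 0.0714), with 5 of 5 mice above the resilient mean. The resilient mice differed from controls by −0.058 (exact permutation p = 0.833). All 27 OLG genes were higher than in controls. Without control replicate 5 the difference from controls was 0.626 (exact permutation p = 0.0476). Without TMM factors, the alternative that moved it most, it was 0.174 (exact permutation p = 0.619). The permutation p values ranged from 0.0794 to 0.619 over the alternatives other than leaving out a mouse. They ranged from 0.0476 to 0.302 with each mouse left out in turn. Myelin sheath thickness and g ratio were measured by electron microscopy and were not analysed here.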

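The BNST OLG score of susceptible D2 mice was 6.240 ± 0.557 (SD, n = 5), against 6.766 ± 0.639 (SD, n = 5) in D2 controls, a difference of −0.53 on the log2 scale (two-sided exact permutation p = 0.206), with 4 of 5 mice below the control mean. In resilient D2 mice it was 6.280 ± 0.334 (SD, n = 3), a difference of −0.49 (exact permutation p = 0.25). Susceptible and resilient D2 mice differed by −0.040 (exact permutation p = 0.929). The change in susceptible D2 mice minus that in susceptible B6 mice was −0.96 (permutation within strains, p = 0.0532, 0.0798 adjusted over 3 regions), −1.17 without susceptible D2 replicate 5, and −0.383 without TMM factors (permutation p = 0.487), an alternative chosen after seeing the data. Over its alternatives other than leaving out a mouse the permutation p ranged from 0.032 to 0.487. With each mouse left out in turn it ranged from 0.0188 to 0.105. The difference in susceptible D2 mice was as small as −0.168, with the mouse ID prefix as a covariate. Its permutation p values ranged from 0.127 to 0.643 over the alternatives other than leaving out a mouse. They ranged from 0.0873 to 0.373 with each mouse left out in turn. Of the 27 OLG genes, 26 were lower in susceptible D2 mice, and for the difference between the strains 27 were lower, of which 0 passed over all genes, 14 had an unadjusted p under 0.05 and 11 passed adjusted over the list alone. Camera gave 6.87e-13 and fry 0.0323 for that difference. Within groups, the OLG score of BNST mice went with that of a list of thalamic neuron genes (Pearson 0.687, permutation p = 0.00063, Spearman 0.697, permutation p = 0.00063, Pearson 0.68 without the 2 farthest mice, 0.00441 adjusted over 14 relations). The thalamic list was lower by 0.884 in susceptible D2 mice and by 0.254 in susceptible B6 mice, and adjusting for it moved the OLG differences to −0.125 and 0.545.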

D2 susceptible mice had an opposite gene expression pattern in the BNST, which, however, was not supported by changes in myelin sheath thickness or g ratio. Opposite gene expression changes in different inbred mouse strains in response to stress have previously been observed in other models, but the underlying mechanisms are not fully understood (Mozhui et al., 2010; Malki et al., 2015). In mice, various stressors have diverse effects on myelination, likely reflecting involvement of distinct neural processes, developmental stage at the time of stress exposure, and duration of stress. Early life stress affects myelin-related gene expression in the mPFC (Bordner et al., 2011; Makinodan et al., 2012), and myelination of the amygdala (Ono et al., 2008). In adult mice, social isolation (Liu et al., 2012) and 14-d CSDS in susceptible mice (Lehmann et al., 2017) reduce myelin-related gene expression and myelination within the frontal cortex. Intermittent social defeat stress leads to reduced MBP-stained myelin area in the mPFC (Zhang et al., 2016). Corpus callosum myelination is decreased after chronic restraint stress (Choi et al., 2017). Also chronic variable stress induces temporally variable myelin-related gene expression changes, and these changes were regionally selective in the mPFC, nucleus accumbens, and corpus callosum (Liu et al., 2018). Therefore, it is likely that alterations in gene expression and physical parameters of the myelin sheaths occur dynamically over days and weeks (Montesinos et al., 2015; Almeida and Lyons, 2017), possibly explaining thicker myelin in B6 resilient mice in the mPFC, without differences in myelin-related gene expression compared to controls. Overall, our results concur with earlier studies and suggest that stress does not simply cause widespread downregulation of myelin-related genes or myelin loss, but that stress-influenced myelin-plasticity involves specific stress-associated brain circuits.

Our strategy to divide the stressed animals to susceptible and resilient groups allowed identification of specific patterns of myelination-related differences between these groups. We observed that chronic stress associates with thicker myelin in the susceptible (in the BNST of B6 mice) and thinner myelin in resilient mice (D2 mPFC). No prior studies exist, to our knowledge, on resilience-related myelin thinning. Although DTI measures are only considered proxies for myelination, in humans, baseline fractional anisotropy has been demonstrated to correlate positively with state anxiety, but following exposure to a traumatic event, correlation is negative (Sekiguchi et al., 2014). Furthermore, increased fractional anisotropy, suggestive of enhanced integrity, has been reported in the cingulate gray matter of panic disorder patients (Han et al., 2008). Also, the number of mature OLGs in the ventromedial PFC of depressed subjects with childhood abuse is increased (Tanti et al., 2017). Our results suggest that these complex patterns are strongly modulated by genetic factors.

Although myelination studies on human anxiety disorders and chronic stress are scarce, major depression has been consistently associated with white matter disruptions (Wang et al., 2014). Depressed suicide completers with childhood abuse have impaired myelin-related gene expression and reduced myelin thickness in the anterior cingulate cortex (Lutz et al., 2017). Interestingly, this effect was only seen in small caliber axons, similarly to our finding of mPFC myelin thickness being larger in B6 resilient mice compared to controls. Axons of different diameter may represent specific types of neurons (Perge et al., 2012) and therefore be differentially vulnerable to the effects of stress. For example, in the macaque cortex, axons which project longer distance from the point of origin have larger diameters than those projecting to proximal targets (Innocenti et al., 2014). Based on the axon diameters measured by TEM, it is not possible to infer the type of neurons affected in our experiment but this question could be addressed with immuno-electron microscopy.

How may structural changes in myelin affect behavior? Myelin thickness is a key component in determining axonal conduction speed, thereby influencing circuit function. Myelin deficient rats have altered conduction time and lower average synchrony levels in the cerebellum (Lang and Rosenbluth, 2003). Mice have increased synchronous activity between the vHPC and mPFC in an anxiogenic environment (Adhikari et al., 2010). Furthermore, in primates, increased power and phase synchrony in the theta range has been detected in the amygdala-prefrontal circuit during aversive conditioning (Taub et al., 2018). Altered synchrony has also been recorded in human psychiatric disorders (Schulman et al., 2011; Leuchter et al., 2015). Genetic factors affect synchronous oscillations during sleep in the inbred mouse strains (Franken et al., 1998; Tafti et al., 2003). The role of brain oscillations in myelination and psychiatric phenotypes are still poorly understood, but myelin plasticity may be a mechanism that allows regulation of axonal conduction and spatial connectivity.

Overall, our unbiased brain gene expression analysis suggests that myelin plasticity is among the most significant responses to chronic psychosocial stress. Our strategy to divide the mice into stress-susceptible and resilient groups allowed us to demonstrate significant differences in myelination-related gene expression and myelin thickness between these groups. Furthermore, variable myelin plasticity across brain regions suggests that chronic stress has localized effects on myelination. Importantly, by using two different inbred mouse strains we demonstrated that stress-induced myelin plasticity is genetically controlled. Identification of the genetic regulators of the myelin response will provide mechanistic insight into the molecular basis of stress-induced anxiety, a critical step in developing targeted therapy for anxiety disorders.

## References

[B1] Adhikari A, Topiwala MA, Gordon JA (2010) Synchronized activity between the ventral hippocampus and the medial prefrontal cortex during anxiety. Neuron 65:257–269. 10.1016/j.neuron.2009.12.002 20152131PMC2822726

[B2] Ahima RS, Harlan RE (1990) Charting of type II glucocorticoid receptor-like immunoreactivity in the rat central nervous system. Neuroscience 39:579–604. 171117010.1016/0306-4522(90)90244-x

[B3] Ahima RS, Krozowski Z, Harlan R (1991) Type I corticosteroid receptor-like immunoreactivity in the rat CNS: distribution and regulation by corticosteroids. J Comp Neur 313:522–538. 10.1002/cne.903130312 1770174

[B4] Alexa A, Rahnenführer J, Lengauer T (2006) Improved scoring of functional groups from gene expression data by decorrelating GO graph structure. Bioinformatics 22:1600–1607. 10.1093/bioinformatics/btl140 16606683

[B5] Almeida RG, Lyons DA (2017) On myelinated axon plasticity and neuronal circuit formation and function. J Neurosci 37:10023–10034. 10.1523/JNEUROSCI.3185-16.2017 29046438PMC6596541

[B6] Anders S, Pyl PT, Huber W (2015) HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics 31:166–169. 10.1093/bioinformatics/btu638 25260700PMC4287950

[B7] Avgustinovich DF, Kovalenko IL, Kudryavtseva NN (2005) A model of anxious depression: persistence of behavioral pathology. Neurosci Behav Physiol 35:917–924. 10.1007/s11055-005-0146-6 16270173

[B8] Bengtsson SL, Nagy Z, Skare S, Forsman L, Forssberg H, Ullén F (2005) Extensive piano practicing has regionally specific effects on white matter development. Nat Neurosci 8:1148–1150. 10.1038/nn1516 16116456

[B9] Benjamini Y, Hochberg Y (1995) Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Series B Stat Methodol 57:289–300.

[B10] Bordner KA, George ED, Carlyle BC, Duque A, Kitchen RR, Lam TT, Colangelo CM, Stone KL, Abbott TB, Mane SM, Nairn AC, Simen AA (2011) Functional genomic and proteomic analysis reveals disruption of myelin-related genes and translation in a mouse model of early life neglect. Front Psychiatry 2:18. 10.3389/fpsyt.2011.0001821629843PMC3098717

[B11] Calhoon GG, Tye KM (2015) Resolving the neural circuits of anxiety. Nat Neurosci 18:1394–1404. 10.1038/nn.4101 26404714PMC7575249

[B12] Carlén M (2017) What constitutes the prefrontal cortex? Science 358:478–482. 10.1126/science.aan886829074767

[B13] Choi MH, Na JE, Yoon YR, Lee HJ, Yoon S, Rhyu IJ, Baik JH (2017) Role of dopamine D2 receptor in stress-induced myelin loss. Sci Rep 7:11654. 10.1038/s41598-017-10173-9 28912499PMC5599541

[B14] Davis M, Walker DL, Miles L, Grillon C (2010) Phasic vs sustained fear in rats and humans: role of the extended amygdala in fear vs anxiety. Neuropsychopharmacology 35:105–135. 10.1038/npp.2009.109 19693004PMC2795099

[B15] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013) STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29:15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[B16] Donner J, Sipilä T, Ripatti S, Kananen L, Chen X, Kendler KS, Lönnqvist J, Pirkola S, Hettema JM, Hovatta I (2012) Support for involvement of glutamate decarboxylase 1 and neuropeptide Y in anxiety susceptibility. Am J Med Genet B Neuropsychiatr Genet 159B:316–327. 10.1002/ajmg.b.32029 22328461

[B17] Ducottet C, Belzung C (2005) Correlations between behaviours in the elevated plus-maze and sensitivity to unpredictable subchronic mild stress: evidence from inbred strains of mice. Behav Brain Res 156:153–162. 10.1016/j.bbr.2004.05.018 15474660

[B18] Etkin A, Büchel C, Gross JJ (2015) The neural bases of emotion regulation. Nat Rev Neurosci 16:693–700. 10.1038/nrn4044 26481098

[B19] Franken P, Malafosse A, Tafti M (1998) Genetic variation in EEG activity during sleep in inbred mice. Am J Physiol 275:R1127–R1137. 975654310.1152/ajpregu.1998.275.4.R1127

[B20] Franklin KBJ, Paxinos G (2008) The mouse brain in stereotaxic coordinates, Ed 3 New York, NY: Academic Press.

[B21] Garakani A, Murrough JW, Charney JD, Bremner JD (2009) The neurobiology of anxiety disorders In: Neurobiology of mental illness, Ed 4 (CharneyDS, SklarP, BuxbaumJ, NestlerEJ, eds), pp 655–690. Oxford; New York: Oxford University Press.

[B22] Gautier HO, Evans KA, Volbracht K, James R, Sitnikov S, Lundgaard I, James F, Lao-Peregrin C, Reynolds R, Franklin RJ, Káradóttir RT (2015) Neuronal activity regulates remyelination via glutamate signalling to oligodendrocyte progenitors. Nat Commun 6:8518. 10.1038/ncomms9518 26439639PMC4600759

[B23] Gentleman R, Carey V, Huber W, Hahne F (2017) Genefilter: methods for filtering genes from high-throughput experiments. R package version 1.60.0.

[B24] Golden SA, Covington HE 3rd, Berton O, Russo SJ (2011) A standardized protocol for repeated social defeat stress in mice. Nat Protoc 6:1183–1191. 10.1038/nprot.2011.36121799487PMC3220278

[B25] Gray JD, Kogan JF, Marrocco J, McEwen BS (2017) Genomic and epigenomic mechanisms of glucocorticoids in the brain. Nat Rev Endocrinol 13:661–673. 10.1038/nrendo.2017.97 28862266

[B26] Haarman BC, Riemersma-Van der Lek RF, Burger H, Netkova M, Drexhage RC, Bootsman F, Mesman E, Hillegers MH, Spijker AT, Hoencamp E, Drexhage HA, Nolen WA (2014) Relationship between clinical features and inflammation-related monocyte gene expression in bipolar disorder - towards a better understanding of psychoimmunological interactions. Bipolar Disord 16:137–150. 10.1111/bdi.12142 24286609

[B27] Hammels C, Pishva E, De Vry J, van den Hove DL, Prickaerts J, van Winkel R, Selten JP, Lesch KP, Daskalakis NP, Steinbusch HW, van Os J, Kenis G, Rutten BP (2015) Defeat stress in rodents: from behavior to molecules. Neurosci Biobehav Rev 59:111–140. 10.1016/j.neubiorev.2015.10.006 26475995

[B28] Han DH, Renshaw PF, Dager SR, Chung A, Hwang J, Daniels MA, Lee YS, Lyoo IK (2008) Altered cingulate white matter connectivity in panic disorder patients. J Psychiatr Res 42:399–407. 10.1016/j.jpsychires.2007.03.002 17482647

[B29] Han MH, Nestler EJ (2017) Neural substrates of depression and resilience. Neurotherapeutics 14:677–686. 10.1007/s13311-017-0527-x 28397115PMC5509625

[B30] Hanley JA, Negassa A, Edwardes MD, Forrester JE (2003) Statistical analysis of correlated data using generalized estimating equations: an orientation. Am J Epidemiol 157:364–375. 1257880710.1093/aje/kwf215

[B31] Hettema JM, Neale MC, Kendler KS (2001) A review and meta-analysis of the genetic epidemiology of anxiety disorders. Am J Psychiatry 158:1568–1578. 10.1176/appi.ajp.158.10.1568 11578982

[B32] Hovatta I, Barlow C (2008) Molecular genetics of anxiety in mice and men. Ann Med 40:92–109. 10.1080/07853890701747096 18293140

[B33] Hovatta I, Tennant RS, Helton R, Marr RA, Singer O, Redwine JM, Ellison JA, Schadt EE, Verma IM, Lockhart DJ, Barlow C (2005) Glyoxalase 1 and glutathione reductase 1 regulate anxiety in mice. Nature 438:662–666. 10.1038/nature04250 16244648

[B34] Howlett JR, Stein MB (2016) Prevention of trauma and stressor-related disorders: a review. Neuropsychopharmacology 41:357–369. 10.1038/npp.2015.261 26315508PMC4677144

[B35] Innocenti GM, Vercelli A, Caminiti R (2014) The diameter of cortical axons depends both on the area of origin and target. Cereb Cortex 24:2178–2188. 10.1093/cercor/bht070 23529006

[B36] Johnson WE, Li C, Rabinovic A (2007) Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics 8:118–127. 10.1093/biostatistics/kxj037 16632515

[B37] Kemeny ME, Schedlowski M (2007) Understanding the interaction between psychosocial stress and immune-related diseases: a stepwise progression. Brain Behav Immun 21:1009–1018. 10.1016/j.bbi.2007.07.010 17889502

[B38] Koudelka S, Voas MG, Almeida RG, Baraban M, Soetaert J, Meyer MP, Talbot WS, Lyons DA (2016) Individual neuronal subtypes exhibit diversity in CNS myelination mediated by synaptic vesicle release. Curr Biol 26:1447–1455. 10.1016/j.cub.2016.03.070 27161502PMC4906267

[B39] Krishnan V, Han MH, Graham DL, Berton O, Renthal W, Russo SJ, Laplant Q, Graham A, Lutter M, Lagace DC, Ghose S, Reister R, Tannous P, Green TA, Neve RL, Chakravarty S, Kumar A, Eisch AJ, Self DW, Lee FS, et al. (2007) Molecular adaptations underlying susceptibility and resistance to social defeat in brain reward regions. Cell 131:391–404. 10.1016/j.cell.2007.09.018 17956738

[B40] Krzywinski M, Schein J, Birol I, Connors J, Gascoyne R, Horsman D, Jones SJ, Marra MA (2009) Circos: an information aesthetic for comparative genomics. Genome Res 19:1639–1645. 10.1101/gr.092759.10919541911PMC2752132

[B41] Laine MA, Sokolowska E, Dudek M, Callan SA, Hyytiä P, Hovatta I (2017) Brain activation induced by chronic psychosocial stress in mice. Sci Rep 7:15061. 10.1038/s41598-017-15422-5 29118417PMC5678090

[B42] Lang EJ, Rosenbluth J (2003) Role of myelination in the development of a uniform olivocerebellar conduction time. J Neurophysiol 89:2259–2270. 10.1152/jn.00922.2002 12611949

[B43] Law CW, Chen Y, Shi W, Smyth GK (2014) voom: precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol 15:R29. 10.1186/gb-2014-15-2-r29 24485249PMC4053721

[B44] Lehmann ML, Weigel TK, Elkahloun AG, Herkenham M (2017) Chronic social defeat reduces myelination in the mouse medial prefrontal cortex. Sci Rep 7:46548. 10.1038/srep46548 28418035PMC5394533

[B45] Leuchter AF, Hunter AM, Krantz DE, Cook IA (2015) Rhythms and blues: modulation of oscillatory synchrony and the mechanism of action of antidepressant treatments. Ann NY Acad Sci 1344:78–91. 10.1111/nyas.12742 25809789PMC4412810

[B46] Liu J, Dietz K, DeLoyht JM, Pedre X, Kelkar D, Kaur J, Vialou V, Lobo MK, Dietz DM, Nestler EJ, Dupree J, Casaccia P (2012) Impaired adult myelination in the prefrontal cortex of socially isolated mice. Nat Neurosci 15:1621–1623. 10.1038/nn.3263 23143512PMC3729624

[B47] Liu J, Dietz K, Hodes GE, Russo SJ, Casaccia P (2018) Widespread transcriptional alternations in oligodendrocytes in the adult mouse brain following chronic stress. Dev Neurobiol 78:152–162. 10.1002/dneu.22533 28884925PMC5773375

[B48] Lutz PE, Tanti A, Gasecka A, Barnett-Burns S, Kim JJ, Zhou Y, Chen GG, Wakid M, Shaw M, Almeida D, Chay MA, Yang J, Larivière V, M'Boutchou MN, van Kempen LC, Yerko V, Prud'homme J, Davoli MA, Vaillancourt K, Théroux JF, et al. (2017) Association of a history of child abuse with impaired myelination in the anterior cingulate cortex: convergent epigenetic, transcriptional, and morphological evidence. Am J Psychiatry 174:1185–1194. 10.1176/appi.ajp.2017.16111286 28750583

[B49] Makinodan M, Rosen KM, Ito S, Corfas G (2012) A critical period for social experience-dependent oligodendrocyte maturation and myelination. Science 337:1357–1360. 10.1126/science.1220845 22984073PMC4165613

[B50] Malki K, Mineur YS, Tosto MG, Campbell J, Karia P, Jumabhoy I, Sluyter F, Crusio WE, Schalkwyk LC (2015) Pervasive and opposing effects of unpredictable chronic mild stress (UCMS) on hippocampal gene expression in BALB/cJ and C57BL/6J mouse strains. BMC Genomics 16:262. 10.1186/s12864-015-1431-6 25879669PMC4412144

[B51] Marques S, Zeisel A, Codeluppi S, van Bruggen D, Mendanha Falcão A, Xiao L, Li H, Häring M, Hochgerner H, Romanov RA, Gyllborg D, Muñoz Manchado A, La Manno G, Lönnerberg P, Floriddia EM, Rezayee F, Ernfors P, Arenas E, Hjerling-Leffler J, et al. (2016) Oligodendrocyte heterogeneity in the mouse juvenile and adult central nervous system. Science 352:1326–1329. 10.1126/science.aaf6463 27284195PMC5221728

[B52] McKenzie IA, Ohayon D, Li H, de Faria JP, Emery B, Tohyama K, Richardson WD (2014) Motor skill learning requires active central myelination. Science 346:318–322. 10.1126/science.1254960 25324381PMC6324726

[B53] Millstein RA, Holmes A (2007) Effects of repeated maternal separation on anxiety- and depression-related phenotypes in different mouse strains. Neurosci Biobehav Rev 31:3–17. 10.1016/j.neubiorev.2006.05.003 16950513

[B54] Mitew S, Gobius I, Fenlon LR, McDougall SJ, Hawkes D, Xing YL, Bujalka H, Gundlach AL, Richards LJ, Kilpatrick TJ, Merson TD, Emery B (2018) Pharmacogenetic stimulation of neuronal activity increases myelination in an axon-specific manner. Nat Commun 9:306. 10.1038/s41467-017-02719-229358753PMC5778130

[B55] Moffitt TE, Caspi A, Harrington H, Milne BJ, Melchior M, Goldberg D, Poulton R (2007) Generalized anxiety disorder and depression: childhood risk factors in a birth cohort followed to age 32. Psychol Med 37:441–452. 10.1017/S003329170600964017201999

[B56] Montesinos J, Pascual M, Pla A, Maldonado C, Rodríguez-Arias M, Miñarro J, Guerri C (2015) TLR4 elimination prevents synaptic and myelin alterations and long-term cognitive dysfunctions in adolescent mice with intermittent ethanol treatment. Brain Behav Immun 45:233–244. 10.1016/j.bbi.2014.11.015 25486089

[B57] Mootha VK, Lindgren CM, Eriksson KF, Subramanian A, Sihag S, Lehar J, Puigserver P, Carlsson E, Ridderstråle M, Laurila E, Houstis N, Daly MJ, Patterson N, Mesirov JP, Golub TR, Tamayo P, Spiegelman B, Lander ES, Hirschhorn JN, Altshuler D, et al. (2003) PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat Genet 34:267–273. 10.1038/ng1180 12808457

[B58] Mozhui K, Karlsson RM, Kash TL, Ihne J, Norcross M, Patel S, Farrell MR, Hill EE, Graybeal C, Martin KP, Camp M, Fitzgerald PJ, Ciobanu DC, Sprengel R, Mishina M, Wellman CL, Winder DG, Williams RW, Holmes A (2010) Strain differences in stress responsivity are associated with divergent amygdala gene expression and glutamate-mediated neuronal excitability. J Neurosci 30:5357–5367. 10.1523/JNEUROSCI.5017-09.2010 20392957PMC2866495

[B59] Nasca C, Bigio B, Zelli D, Nicoletti F, McEwen BS (2015) Mind the gap: glucocorticoids modulate hippocampal glutamate tone underlying individual differences in stress susceptibility. Mol Psychiatry 20:755–763. 10.1038/mp.2014.96 25178162PMC4366364

[B60] Ono M, Kikusui T, Sasaki N, Ichikawa M, Mori Y, Murakami-Murofushi K (2008) Early weaning induces anxiety and precocious myelination in the anterior part of the basolateral amygdala of male Balb/c mice. Neuroscience 156:1103–1110. 10.1016/j.neuroscience.2008.07.078 18790016

[B61] Perge JA, Niven JE, Mugnaini E, Balasubramanian V, Sterling P (2012) Why do axons differ in caliber? J Neurosci 32:626–638. 10.1523/JNEUROSCI.4254-11.2012 22238098PMC3571697

[B62] Phipson B, Lee S, Majewski IJ, Alexander WS, Smyth GK (2016) Robust hyperparameter estimation protects against hypervariable genes and improves power to detect differential expression. Ann Appl Stat 10:946–963. 10.1214/16-AOAS920 28367255PMC5373812

[B63] Plaisier SB, Taschereau R, Wong JA, Graeber TG (2010) Rank-rank hypergeometric overlap: identification of statistically significant overlap between gene-expression signatures. Nucleic Acids Res 38:e169. 10.1093/nar/gkq636 20660011PMC2943622

[B64] Purger D, Gibson EM, Monje M (2016) Myelin plasticity in the central nervous system. Neuropharmacology 110:563–573. 10.1016/j.neuropharm.2015.08.001 26282119

[B65] Razzoli M, Carboni L, Andreoli M, Ballottari A, Arban R (2011a) Different susceptibility to social defeat stress of BalbC and C57BL6/J mice. Behav Brain Res 216:100–108. 10.1016/j.bbr.2010.07.01420654656

[B66] Razzoli M, Carboni L, Andreoli M, Michielin F, Ballottari A, Arban R (2011b) Strain-specific outcomes of repeated social defeat and chronic fluoxetine treatment in the mouse. Pharmacol Biochem Behav 97:566–576. 10.1016/j.pbb.2010.09.01020863846

[B67] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015) limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res 43:e47. 10.1093/nar/gkv007 25605792PMC4402510

[B68] Savignac HM, Finger BC, Pizzo RC, O'Leary OF, Dinan TG, Cryan JF (2011) Increased sensitivity to the effects of chronic social defeat stress in an innately anxious mouse strain. Neuroscience 192:524–536. 10.1016/j.neuroscience.2011.04.05421635938

[B69] Schulman JJ, Cancro R, Lowe S, Lu F, Walton KD, Llinás RR (2011) Imaging of thalamocortical dysrhythmia in neuropsychiatry. Front Hum Neurosci 5:69. 10.3389/fnhum.2011.00069 21863138PMC3149146

[B70] Sekiguchi A, Sugiura M, Taki Y, Kotozaki Y, Nouchi R, Takeuchi H, Araki T, Hanawa S, Nakagawa S, Miyauchi CM, Sakuma A, Kawashima R (2014) White matter microstructural changes as vulnerability factors and acquired signs of post-earthquake distress. PLoS One 9:e83967. 10.1371/journal.pone.0083967 24400079PMC3882214

[B71] Sittig LJ, Carbonetto P, Engel KA, Krauss KS, Barrios-Camacho CM, Palmer AA (2016) Genetic background limits generalizability of genotype-phenotype relationships. Neuron 91:1253–1259. 10.1016/j.neuron.2016.08.013 27618673PMC5033712

[B72] Smoller JW (2016) The genetics of stress-related disorders: PTSD, depression, and anxiety disorders. Neuropsychopharmacology 41:297–319. 10.1038/npp.2015.266 26321314PMC4677147

[B73] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA 102:15545–15550. 10.1073/pnas.0506580102 16199517PMC1239896

[B74] Tafti M, Petit B, Chollet D, Neidhart E, de Bilbao F, Kiss JZ, Wood PA, Franken P (2003) Deficiency in short-chain fatty acid beta-oxidation affects theta oscillations during sleep. Nat Genet 34:320–325. 10.1038/ng1174 12796782

[B75] Tanti A, Kim JJ, Wakid M, Davoli MA, Turecki G, Mechawar N (2017) Child abuse associates with an imbalance of oligodendrocyte-lineage cells in ventromedial prefrontal white matter. Mol Psychiatry Advance online publication. Retrieved November 21, 2017. doi:10.1038/mp.2017.231.10.1038/mp.2017.23129158585

[B76] Taub AH, Perets R, Kahana E, Paz R (2018) Oscillations synchronize amygdala-to-prefrontal primate circuits during aversive learning. Neuron 97:291–298.e3. 10.1016/j.neuron.2017.11.04229290553

[B77] Threadgill DW, Dlugosz AA, Hansen LA, Tennenbaum T, Lichti U, Yee D, LaMantia C, Mourton T, Herrup K, Harris RC, et al. (1995) Targeted disruption of mouse EGF receptor: effect of genetic background on mutant phenotype. Science 269:230–234. 761808410.1126/science.7618084

[B78] Tovote P, Fadok JP, Lüthi A (2015) Neuronal circuits for fear and anxiety. Nat Rev Neurosci 16:317–331. 10.1038/nrn3945 25991441

[B79] Wang L, Leonards CO, Sterzer P, Ebinger M (2014) White matter lesions and depression: a systematic review and meta-analysis. J Psychiatr Res 56:56–64. 10.1016/j.jpsychires.2014.05.005 24948437

[B80] Vialou V, Bagot RC, Cahill ME, Ferguson D, Robison AJ, Dietz DM, Fallon B, Mazei-Robison M, Ku SM, Harrigan E, Winstanley CA, Joshi T, Feng J, Berton O, Nestler EJ (2014) Prefrontal cortical circuit for depression- and anxiety-related behaviors mediated by cholecystokinin: role of ΔFosB. J Neurosci 34:3878–3887. 10.1523/JNEUROSCI.1787-13.2014 24623766PMC3951691

[B81] Wittchen HU, Jacobi F, Rehm J, Gustavsson A, Svensson M, Jönsson B, Olesen J, Allgulander C, Alonso J, Faravelli C, Fratiglioni L, Jennum P, Lieb R, Maercker A, van Os J, Preisig M, Salvador-Carulla L, Simon R, Steinhausen HC (2011) The size and burden of mental disorders and other disorders of the brain in Europe 2010. Eur Neuropsychopharmacol 21:655–679. 10.1016/j.euroneuro.2011.07.018 21896369

[B82] Xiao Y, Hsiao TH, Suresh U, Chen HI, Wu X, Wolf SE, Chen Y (2014) A novel significance score for gene selection and ranking. Bioinformatics 30:801–807. 10.1093/bioinformatics/btr671 22321699PMC3957066

[B83] Young MD, Wakefield MJ, Smyth GK, Oshlack A (2010) Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biol 11:R14. 10.1186/gb-2010-11-2-r14 20132535PMC2872874

[B84] Zhang H, Yan G, Xu H, Fang Z, Zhang J, Zhang J, Wu R, Kong J, Huang Q (2016) The recovery trajectory of adolescent social defeat stress-induced behavioral (1)H-MRS metabolites and myelin changes in Balb/c mice. Sci Rep 6:27906. 10.1038/srep27906 PMC490126627283029

[B85] Zhang Y, Chen K, Sloan SA, Bennett ML, Scholze AR, O'Keeffe S, Phatnani HP, Guarnieri P, Caneda C, Ruderisch N, Deng S, Liddelow SA, Zhang C, Daneman R, Maniatis T, Barres BA, Wu JQ (2014) An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. J Neurosci 34:11929–11947. 10.1523/JNEUROSCI.1860-14.201425186741PMC4152602

How the deposited data were processed for this re-analysis (not part of the article)

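RNA-seq was measured in 88 libraries from the mPFC, BNST and vHPC of control, resilient and susceptible B6 and D2 mice, 1 library per mouse and region. Some mice gave both an mPFC and a vHPC library, and each region was analysed by itself. The condition, library preparation set and sequencing set of each library were taken from the paper's Extended Data Figure 2-1 and the sample labels. Each group of strain and phenotype in a region held 3 to 8 mice. No paired analysis was possible because each mouse belongs to a single group and no litter or cage is given.

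The authors trimmed adapters, removed PCR duplicates, aligned reads to GRCm38 with STAR and counted them on gene exons with HTSeq. The mPFC and vHPC tables hold log2 CPM values which the authors, before deposit, had filtered for low counts, normalized with voom and adjusted with ComBat for library preparation sets, and in the vHPC also for sequencing sets. The BNST table holds whole read counts without these steps. The paper's text does not name the groups given to ComBat or a between-library normalization. Gene symbols, positions and biotypes were taken from GENCODE M21, which gave a symbol for 99.54% of the mPFC genes, 99.62% of the BNST genes tested and 99.58% of the vHPC genes. No columns were duplicated within a table.

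The reads per mouse ranged from 8410633 in the vHPC to 37034746 in the mPFC. Counts are available in the BNST alone, so the counting error of an mPFC or vHPC value is not known, and the precision of every comparison was taken from the spread between mice. Values for genes under 1 CPM rest on few reads.

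Analyses were run in R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and sva 3.50.0, and in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. In the BNST, genes with at least 1 CPM in at least 6 libraries were normalized with TMM and fitted with edgeR's robust quasi-likelihood model. In the mPFC and vHPC, the deposited values were fitted with limma and robust empirical Bayes moderation. All libraries of a region were fitted together with a mean per group. The comparisons were resilient and susceptible mice against controls of their strain (10 in all), susceptible against resilient mice, D2 against B6 controls, and the strain by stress interaction in susceptible mice. P values were two-sided, and Benjamini-Hochberg adjusted values under 0.05 were counted. The tests were tried on simulated data with 200 genes changed by 1 on the log2 scale, of which 92.5% were recovered at the size of the mPFC design, 65% in the BNST and 94.5% in the vHPC, and 9, 8 and 13 unchanged genes were called.

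Genes were ranked by −log10(p)*logFC, and the 300 highest and 300 lowest were compared between comparisons. RRHO was computed in steps of 100 genes. The rank correlation and the number of shared genes were also computed in 100 draws in which the group means were removed and the values of the mice reassigned at random. The draws were fitted with limma in every region, also in the BNST, where the reported lists come from edgeR. The 27 genes of Figure 2G and the 23 genes of Figure 2F were averaged into an OLG score and an OPC score per mouse, on log2 CPM, in the BNST with TMM factors and a prior count of 0.5. Scores were compared with exact permutation tests over mice, and interactions with 100000 permutations within strains. Where a covariate was used, its fitted effect was subtracted from the scores before permutation. Those p values do not carry the uncertainty of that effect. The gene lists were also tested with limma's camera (preset correlation 0.01) and fry, and with Fisher's exact test in the top lists.

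Scores of 19 further lists were compared in the same way and adjusted over all lists and comparisons: astrocyte, microglia, endothelial, ependymal, choroid plexus, meningeal fibroblast, blood, general neuron, excitatory neuron, inhibitory neuron, striatal neuron, thalamic neuron, olfactory bulb, glucocorticoid-induced, immediate early, mitochondrial, histone, ribosomal protein, and predicted genes with pseudogenes.

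Genes named individually were the genes of Figure 3 (1 of them is not reported here), the first gene of each list in Extended Data Figure 2-2, and for each comparison the 2 genes with the highest and the 2 with the lowest score among those past the threshold whose stressed mice all lay on 1 side of the control mean. A gene named outside this rule is marked as chosen after its value was seen.

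The design, the named genes and most alternatives were set before the data were examined. These were DESeq2 in place of edgeR, no filter on low counts, a filter on a mean log2 CPM of at least 1, empirical Bayes without the robust option or with a trend, quantile normalization, library set, sequencing set or mouse ID prefix as a covariate, sequencing set 1 alone, only the groups compared in the fit, ranking by the moderated t or logFC, the top 100 or 1000 genes, z scores or the median in place of the mean in a score, and leaving out each mouse. Library sizes without TMM, limma on voom values with or without ComBat in the BNST, and removal of the strain component in the vHPC were added after the data had been seen.

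Genes called were also counted in other splits of the same mice into groups of the same sizes, at most 100 per comparison in the mPFC and vHPC and 50 in the BNST. Noise and a pure strain difference were simulated for the mPFC and vHPC libraries (5000 and 400 genes) and passed through ComBat with several codings of the groups. No effects of library or sequencing sets were simulated. Behavior, q-RT-PCR and electron microscopy were not analysed here, and the curated gene sets and gene ontology terms were not used.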

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

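The splits of the interaction in each region and the test of the striatal list were chosen after the results were seen, and the other tests in this part before.

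In 3 of the 98 groups of 4 to 10 mice tested, a single mouse lay far from the rest, where chance gives 4.9. The BNST OPC score of D2 control replicate 2 was the lowest of its group, with a gap to the next mouse of 0.734 of the group's range. In the mPFC, the OPC score of B6 control replicate 6 was the lowest, with a gap of 0.806 of the range. Also in the BNST, the level of Ermn in D2 control replicate 1 was the lowest, with a gap of 0.752. The number is below that expected by chance, and no explanation for single mice was tested.

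In the mPFC, the effect of susceptibility on the OLG score differed between the strains by 0.506 (permutation within strains, p = 0.0239), and the effect on the OLG score minus the OPC score by 0.465 (permutation p = 0.0236). B6 mice had a lower score and D2 mice did not. The interaction over all genes gave 0 calls (1766 at an unadjusted p under 0.05), so all 100 of 100 splits gave as many by construction, and 16 did so unadjusted. A difference in library size between groups is argued against, since the score and the log2 number of reads within groups had a Pearson correlation of 0.073 (permutation p = 0.677, Spearman 0.089, permutation p = 0.635). The mouse ID prefix cannot be told apart from susceptibility: 5 of 6 susceptible B6 mice share a prefix that 1 control has, and with it as a covariate the difference in B6 mice was −0.138 and the interaction 0.093. What the prefix stands for is not stated in the paper's text. A different share of white matter in the dissected tissue cannot be told apart from a change in OLG genes either. The OLG score went against a list of excitatory neuron genes within groups (Pearson −0.39, permutation p = 0.00983, Spearman −0.51, permutation p = 0.00282, −0.488 without the 2 farthest mice, 0.0344 adjusted over 14 relations), but that list moved by only 0.045 in susceptible B6 mice, and adjusting for it left −0.512. Striatal tissue in the dissection may contribute and cannot be told apart. The striatal list was lower by 0.989 in susceptible B6 mice (permutation p = 0.026, 0.233 adjusted over 190 tests), and adjusting for it left −0.309. Of its 10 genes, 9 are in the mPFC table, 7 have a mean log2 CPM of at least 1, none is in another list, and 6 are in the paper's own top lists. The most abundant are Pde10a (7.2) and Penk (5.72). A response of B6 mice to stress that D2 mice lack stays open and was not tested beyond these values.

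In the BNST, the effect of susceptibility on the OLG score minus the OPC score differed between the strains by −0.946 (permutation within strains, p = 0.0453), since the score rose in B6 and fell in D2 mice. The interaction over all genes gave 0 calls (2004 unadjusted), so all 50 of 50 splits gave as many by construction, with up to 605 genes in other splits, and 11 did so unadjusted. A different share of neighbouring tissue in the dissection is a candidate explanation. Within groups, the OLG score had a Pearson correlation of 0.687 with the thalamic list, and adjusting for that list moved the difference in D2 mice from −0.526 to −0.125, but in B6 mice from 0.430 to 0.545, so it could account for the D2 part and not for the B6 part. All 10 thalamic genes are in the BNST table with a mean log2 CPM of at least 1, 1 is in another list, and 9 are in the paper's own top lists. The most abundant are Rora (7.03) and Tcf7l2 (5.99). A choroid plexus list also went with the score (Pearson 0.507, permutation p = 0.00768, Spearman 0.583, permutation p = 0.00197, 0.567 without the 2 farthest mice, 0.0344 adjusted), but adjusting for it left 0.366 in B6 and −0.505 in D2 mice. It has 5 of its 12 genes at a mean log2 CPM of at least 1 with Enpp2 (7.1) and Clic6 (4.27) the most abundant. In the mPFC, Enpp2 was at 7.63 and the next gene of this list, Kl, at 1.36. The level of Enpp2 therefore need not come from choroid plexus. Sequencing set differed between susceptible D2 mice and D2 controls in the BNST and was not tested as an explanation. A strain difference in the response stays open.

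In the vHPC, 153 genes had a strain by stress interaction (109 higher, 44 lower), and 1 of 100 splits, the real one, gave as many, with a highest of 54 in the others. Other alternatives moved the count in both directions. It was 82 with mouse ID prefix as a covariate and 434 with quantile normalization. With only the groups compared in the fit it was 1158, with the balance reversed (446 higher, 712 lower). With library set as a covariate 1 gene was left, and library set cannot be told apart from the groups. Whether the adjustment for batches before the test also adds calls is not known, since the interaction was not among the simulated comparisons. In simulated noise without batch effects, adjusted with the groups kept, susceptible against control mice gave medians of 2677 (B6) and 2281.5 (D2) calls among 5000 genes. With no groups, strain alone or the groups coded as numbers kept, both medians were 0. A biological difference between the strains was not tested apart from these.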

How the results depend on the processing

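No test was added to this part after the results were seen, apart from 5 alternatives chosen after seeing the data: library sizes without TMM, limma on voom values in the BNST without ComBat, after ComBat with the groups kept and after ComBat with numbered groups, and removal of the strain component in the vHPC. Where no reason is given for a change below, the cause was not tested, and genes named for small counts were chosen after their values were seen.

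Under the alternatives other than leaving out each mouse in turn, 109 counts of genes stayed within 1.5 times the reported one and 33 did not. Of the score comparisons, 217 kept their direction and side of the threshold, 13 reversed, 8 became significant and 9 lost significance. Of the rank correlations, 77 stayed, 2 moved and 3 reversed. Of the numbers of shared genes, 70 stayed and 12 moved. Of the values of single genes, 471 stayed, 10 reversed, 6 became significant and 35 lost significance. The count for resilient B6 mice and that for susceptible D2 mice in the mPFC stayed at 0 under each alternative run (731 and 734 unadjusted in the reported fit), and the strain difference in the mPFC stayed between 4392 and 5379 genes. The rank correlation of the D2 groups in the BNST stayed between 0.551 and 0.708. The trend option and quantile normalization were not run for counts of genes in the BNST, since they do not apply to the count model.

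With library set as a covariate, 39 genes were called in susceptible B6 mice in the mPFC (420 reported), and in the vHPC 41 in resilient B6 (2120), 202 in susceptible B6 (7949) and 3 in susceptible D2 mice (837; Gm5148, Otc and Tnni1), with 1643 for strain (11603) and 1 for the interaction (153; 1500004A13Rik). The susceptible groups then shared 44 top genes (399) with a correlation of −0.127 (0.782). In susceptible D2 mice, the OLG score was 0.0 (permutation p = 1.0; −0.245 reported) and the OLG score minus the OPC score −0.13 (permutation p = 0.173; −0.292 reported), the OLG interaction 0.769 (permutation p = 0.00545; 0.337), and the OPC score −0.017 in resilient B6 (0.009) and 0.13 in susceptible D2 mice (permutation p = 0.00433; 0.047). In susceptible D2 mice, Ermn reversed to 0.038 and Mbp to 0.142. In resilient B6 mice, Mbp reversed to −0.007 in the mPFC and Mobp to −0.009 in the BNST. In the vHPC this covariate raised the median standard errors 2.5 to 4.09 times in the comparisons with controls, since most library sets hold no mouse of the other group. The permutation p values of scores with this covariate take its fitted effect as known, so they do not carry this growth. With sequencing set as a covariate, 558 genes were called in resilient B6 and 380 in susceptible D2 mice.

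With mouse ID prefix as a covariate, 0 genes were called in susceptible B6 mice in the mPFC (1343 unadjusted), 2 in susceptible D2 mice in the BNST (Gm20594 and Gm43333), and 80 and 82 for the interaction in the BNST and vHPC. In the mPFC, susceptible mice of the strains shared 60 genes (32) with a correlation of −0.124 (0.155), and the B6 groups shared 127 (74). The OLG score in susceptible B6 mice in the mPFC was −0.138 (permutation p = 0.145; −0.532), against resilient mice −0.087 (permutation p = 0.0628; −0.461), the interaction 0.093 (permutation p = 0.453; 0.506), the OPC score 0.033 (−0.05) and the difference of the scores −0.171 (permutation p = 0.0974; −0.482). For the BNST, the OLG score in resilient B6 mice was 0.032 (−0.058), its interaction −0.598 (permutation p = 0.0363; −0.956), and Opalin in resilient B6 mice 0.016.

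With only the groups compared in the fit, so with fewer mice to estimate the variance, 4 genes were called in susceptible B6 mice in the mPFC (G530011O06Rik, Hist1h4m, mt-Nd3 and Tmem30c), 2 for the interaction there (Hist1h4m and mt-Nd3), 221 for strain in the BNST (439), 1260 in resilient B6 mice in the vHPC and 1158 for the vHPC interaction.

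In the BNST, DESeq2 called 1 gene in resilient B6 (Gh), 3 in resilient D2 (Ano7, Atp2a2 and Gm43283) and 12 in susceptible D2 mice, 660 for strain and 223 for the interaction. With a filter on a mean log2 CPM of at least 1, which leaves fewer genes, 231 were called for strain. Without a filter on low counts, 30 top genes were shared by the resilient groups (60), 23 by the susceptible groups (92) and 94 by the D2 groups (221), the correlation of the susceptible groups was −0.144 (−0.407), and Mobp in resilient B6 mice was −0.002.

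Library sizes without TMM moved the median of all genes in the BNST interaction from 0.065 to 0.639, in susceptible B6 mice to −0.272 and in susceptible D2 mice to 0.353. The interaction then called 1416 genes, a count that carries this shift. The OLG score of susceptible against resilient D2 mice was 0.115 (−0.04), and the OPC score −0.052 in resilient (0.11) and −0.214 in susceptible B6 mice (permutation p = 0.0476; 0.042). Mobp in resilient B6 mice was −0.142. The voom values, which also lack TMM, gave 1709 interaction genes with limma, 2617 after ComBat with the groups kept and 2439 with numbered groups. With either ComBat coding 1 gene was called in susceptible B6 mice (Gm42742). Mobp in resilient B6 mice was −0.099, −0.081 and −0.088 in the same order, and after ComBat with the groups kept the resilient groups shared 39 genes.

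Removal of the strain component in the vHPC left 0 genes in resilient B6, susceptible B6 and susceptible D2 mice (435, 4786 and 96 unadjusted). The susceptible groups shared 51 genes with a correlation of 0.288, and the B6 groups 29 (383) with −0.49 (0.652).

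With quantile normalization, 434 genes were called for the vHPC interaction, the OLG score in susceptible D2 mice in the vHPC was −0.254 (permutation p = 0.0411; −0.245), and that of susceptible against resilient D2 mice in the BNST was 0.008. With score genes at a mean log2 CPM of at least 1, the first was −0.252 (permutation p = 0.0455), and the OPC score in susceptible B6 mice in the BNST was −0.003. With z scores, the OLG interaction in the BNST was −1.571 (permutation p = 0.0475) and the OLG score of susceptible against resilient B6 mice in the vHPC −0.343 (permutation p = 0.242; −0.318).

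With the median over genes in place of the mean, the OLG score in the vHPC was −0.156 in susceptible B6 mice (permutation p = 0.202; −0.583) and 0.091 against resilient mice, its interaction −0.102, the OPC score 0.111 and the difference of the scores −0.267 (permutation p = 0.0952 for both). In resilient B6 mice in the mPFC the OLG score was 0.062 (−0.071) and the difference 0.021 (−0.09). In the BNST, the OLG score of susceptible against resilient B6 mice was 0.589 (permutation p = 0.0238; 0.489), its interaction −0.86 (permutation p = 0.032), and the OPC score of resilient D2 mice −0.012 (0.118).

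Ranked by the moderated t, the B6 groups shared 49 genes in the mPFC and 48 in the BNST (82), and the resilient groups in the BNST 24. With the top 100, the resilient groups in the BNST shared 2.3% of the union (5.26%). With the top 1000, they shared 10.16%, the susceptible groups 14.61% (8.3%) and the B6 groups 12.9% (7.33%) there, and the susceptible groups in the mPFC 6.52% (2.74%).

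Leaving out each mouse in turn changed counts as follows. In susceptible B6 mice in the mPFC 33 (without B6 control replicate 3) to 802 genes (without B6 control replicate 6) were called, and 9 of 12 fits lay beyond 1.5 times 420. The mPFC interaction gave 0 to 2 genes (Gm15361 and Gm6419 without D2 susceptible replicate 6). In the BNST, resilient B6 mice gave 0 to 1 gene (Gh, without B6 resilient replicate 5), susceptible B6 mice 0 to 2 (Auh and Scoc, without B6 susceptible replicate 3) and the interaction 0 to 109 (without B6 control replicate 4). In the vHPC, susceptible D2 mice gave 552 (without D2 susceptible replicate 4) to 799, and the interaction 25 (without B6 susceptible replicate 1) to 157. The B6 groups in the BNST shared 54 (without B6 susceptible replicate 3) to 129 genes (without B6 control replicate 4), and the susceptible groups 58 to 124, without the same mice. The correlation of the resilient groups in the BNST ran from −0.084 (without B6 control replicate 5, and also below 0 without D2 control replicate 2) to 0.229, and that of the susceptible groups in the mPFC from −0.001 (without B6 susceptible replicate 4) to 0.217.

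The OLG score without 1 mouse ran in the BNST from −0.161 to 0.138 in resilient B6 (above 0 without B6 control replicate 5 or B6 resilient replicate 3), from 0.319 to 0.626 in susceptible B6 (permutation p = 0.0476 without B6 control replicate 5), from 0.369 to 0.598 between them (permutation p = 0.0476 without B6 susceptible replicate 2), from −0.257 to 0.144 between the D2 groups (above 0 without D2 resilient replicate 1 or D2 susceptible replicate 1) and from −1.173 (without D2 susceptible replicate 5) to −0.788 for the interaction (permutation p from 0.0188 to 0.105, under 0.05 without B6 control replicate 5, B6 susceptible replicate 2 or 3, D2 control replicate 1 or 2, or D2 susceptible replicate 5). It ran from −0.075 to 0.029 in susceptible D2 mice in the mPFC (above 0 without D2 control replicate 2 or D2 susceptible replicate 1, 2 or 6), and in the vHPC from −0.357 to −0.263 between the B6 groups (permutation p from 0.0167 to 0.0889, above 0.05 without any 1 of the 3 susceptible mice) and from −0.284 (without D2 susceptible replicate 5) to −0.169 in susceptible D2 mice (permutation p from 0.0397 to 0.138, under 0.05 without D2 control replicate 6 or D2 susceptible replicate 5). The OLG score minus the OPC score ran in the BNST from −0.257 to 0.041 in resilient B6 (highest without B6 control replicate 5), from 0.281 to 0.597 in susceptible B6 (permutation p = 0.0317 without B6 control replicate 5), from −0.827 to −0.475 in resilient D2 (permutation p = 0.0286 without D2 control replicate 1) and from −0.781 to −0.416 in susceptible D2 mice (permutation p = 0.0476 without D2 control replicate 1), and from −0.063 to 0.039 in susceptible D2 mice in the mPFC (above 0 without D2 control replicate 2 or 6 or D2 susceptible replicate 1, 2 or 6). The OPC score ran in the BNST from −0.035 (without B6 susceptible replicate 3) to 0.102 in susceptible B6, from −0.071 to 0.207 in resilient D2 and from −0.157 to 0.121 in susceptible D2 mice (lowest of both without D2 control replicate 2). In the mPFC it ran from −0.002 to 0.033 in resilient B6, from −0.07 to −0.026 in susceptible B6 (lowest of both without B6 control replicate 6, permutation p = 0.0216 in the latter) and from −0.025 to 0.001 in susceptible D2 mice (highest without D2 susceptible replicate 6), and in the vHPC from −0.019 (without B6 resilient replicate 7) to 0.027 in resilient B6 mice, also below 0 without B6 control replicate 2 or B6 resilient replicate 4.

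Single genes without 1 mouse reversed in resilient B6 mice in the BNST, each highest without B6 control replicate 5: Ermn from −0.422 to 0.104, Mbp from −0.064 to 0.363, Mobp from −0.133 to 0.254 and Opalin from −0.263 to 0.217. In resilient B6 mice in the mPFC, each lowest without B6 control replicate 6, Ermn ran from −0.079 to 0.125, Mbp from −0.078 to 0.109, Mobp from −0.196 to 0.051 and Opalin from −0.259 to 0.025. In susceptible D2 mice in the mPFC, each highest without D2 control replicate 6, Ermn ran from −0.099 to 0.064, Mobp from −0.135 to 0.031 and Opalin from −0.267 to 0.047. Ermn, Mbp, Mobp and Opalin kept their direction in susceptible B6 mice in the mPFC, with adjusted p-values of up to 0.0848 (Ermn), 0.074 (Mbp), 0.0756 (Mobp) and 0.132 (Opalin).

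In simulated data with the spread of each region, genes given a log2 change of 1 in susceptible B6 mice were called in 65% of cases in the BNST, 92.5% in the mPFC and 94.5% in the vHPC. Whether depth or the spread between mice sets the difference between the regions was not tested.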

Differences from the paper's values

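The draws with unchanged groups for B6 and D2 mice in the BNST were chosen after the results were seen, and the other tests in this part before.

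The largest overlap on the RRHO color scale of the BNST was 2480 in −ln(p), in D2 mice, against the paper's value of about 1600 in Fig. 2D, read by eye. In −log10(p) it was 1080, but the largest overlaps in the mPFC and vHPC, 370 and 3470 in −ln(p), lie near the paper's values of about 480 and about 3600 in Fig. 2D, read by eye, on the −ln(p) scale only. RRHO was not recomputed under the alternatives set before the data were examined, so none of them is known to close the gap.

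The numbers and percentages of shared genes that the paper states differed from those found here by less than 1.5 times in each region.

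The paper states that the stress effect was stronger than the strain effect in the vHPC. That sentence follows its counts of shared top genes. On this measure, susceptible mice of the 2 strains shared 399 vHPC genes here (correlation 0.782), and resilient and susceptible B6 mice 383 (0.652). Shares of variance and counts of genes are other measures. By these, strain took a larger mean share than defeat in the vHPC (38.5% against 7.04%). Between the control mice of the strains 11603 genes differed, against 7949 in susceptible B6 and 837 in susceptible D2 mice.

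The paper describes the BNST responses of the susceptible mice of both strains as marginally more alike than those in the mPFC. The 92 shared genes found here changed in opposite directions in 88 cases, and the correlation of the scores was −0.407.

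The paper describes the responses within strains in the mPFC and BNST as more alike than those between strains. In the draws with unchanged groups, B6 mice shared at least 74 genes in 93 of 100 draws in the mPFC and at least 82 in 91 of 100 draws in the BNST. D2 mice in the BNST differed from this: they shared 221 genes, 220 in the same direction, and 3 of 100 draws shared as many. In the BNST the draws were fitted with limma and the lists found with edgeR.

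The paper names a similar response of resilient and susceptible B6 mice in the mPFC as significant. The correlation found here was 0.261, and 90 of 100 draws with unchanged groups and the same controls had one as high.

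The paper states an enrichment of OLG genes in both strains and all regions. The OLG genes of Figure 2G passed fry in susceptible B6 mice in the mPFC and in the 3 vHPC comparisons, and not in D2 mice in the mPFC (0.562) or in any BNST comparison (0.897, 0.15, 0.178 and 0.0932). Camera with its preset correlation, a test set before the data were examined, called 8 of the 10 comparisons.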

Other observations

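The tests on the strain difference in the vHPC, the splits of the strain comparisons, the tests of sequencing sets for resilient B6 and susceptible D2 mice, and the tests of shared controls for D2 mice in the BNST and B6 mice in the vHPC were chosen after the results were seen, and the other tests before.

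Other splits of the same mice into groups of the same sizes were tested for every count of genes. In the mPFC, 1 of 100 splits, the real one, gave as many genes as the 420 of susceptible B6 mice, and the highest of the others gave 335 after moving 2 mice. At an unadjusted p under 0.05, 2 of 100 splits gave as many. For resilient B6 and susceptible D2 mice in the mPFC, where 0 genes passed (731 and 734 unadjusted), all 100 splits gave as many by construction, and 39 and 48 did so unadjusted. For the strain difference in the mPFC, 1 of 100 splits gave as many. In the BNST, 0 genes passed in resilient B6, susceptible B6, resilient D2 and susceptible D2 mice (328, 1115, 953 and 1056 unadjusted), so all 50 splits gave as many by construction. Unadjusted, 25, 13, 32 and 23 of the 50 splits did so, and up to 1791 genes were called in another split of the resilient D2 comparison. For the strain difference in the BNST, 2 of 50 splits gave as many, the other with 625 genes after moving 2 mice. In the vHPC, 4 of 100 splits gave as many as the 2120 genes of resilient B6 mice, the others after moving 2, 8 and 12 mice and with up to 3905 genes. For susceptible B6 mice 1 of 84 splits gave as many, with 2 genes at most in the others, for susceptible D2 mice 1 of 100 splits, with 357 at most, and for the strain difference 1 of 100 splits, with 6468 at most.

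The vHPC comparisons gave many more genes than those in the mPFC and BNST. A difference between the 2 sequencing sets is argued against as the whole cause in susceptible B6 mice, since 7238 of 7949 genes were called with sequencing set as a covariate. It cannot be told apart in resilient B6 mice (558 of 2120 genes) and susceptible D2 mice (380 of 837), since 6 of 6 B6 and 5 of 6 D2 controls but 1 of 8 resilient B6 and 1 of 5 susceptible D2 mice were in set 1. A difference between library sets cannot be told apart from the groups: with library set as a covariate 202 genes were called in susceptible B6 mice, but no library set held both control and defeated B6 mice. The adjustment for batches before the test may explain part of the calls. Noise without group differences or batch effects was drawn for the vHPC libraries and adjusted with ComBat while keeping the groups. A median of 3363.5 of 5000 genes was called in resilient B6, 2677 in susceptible B6 and 2281.5 in susceptible D2 mice, against 1, 0 and 0 in the mPFC. With the phenotype kept, the medians were 689.5, 56 and 188, and with no groups, strain alone or the groups coded as numbers kept they were 0 in the 3 vHPC comparisons. The paper's text does not name which groups were kept. Library set as a covariate also raised the median standard error in susceptible B6 mice 2.96 times. A large response of the vHPC to defeat stays open.

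The vHPC responses followed the strain difference. Mixing of RNA or reads between libraries of the strains is not excluded. Susceptible D2 mice lay at 1.24 on a scale with B6 controls at 0 and D2 controls at 1. That position takes D2 controls as unmixed, and B6 material in them would also place susceptible D2 mice beyond 1. A response to defeat that resembles the strain difference in every region is argued against by the slope of 0.051 in the mPFC. Batch adjustment with the groups kept as factors is argued against, since simulated libraries that differ between strains and not after defeat kept susceptible B6 mice at 0. These simulated libraries held no effects of library or sequencing sets. A candidate explanation is batch adjustment with the groups coded as numbers from 1 to 5, which moved the simulated B6 mice to 0.22 (resilient) and 0.34 (susceptible) and the susceptible D2 mice to 1.15, where the slopes in the vHPC give 0.32, 0.46 and 1.24. For the mPFC, this coding gave 0.02, 0.05 and 1.02, where the slopes give 0.03, 0.05 and 1.04. The BNST table, which holds counts without batch adjustment, has slopes of 0.032, 0.043, 0.004 and −0.019. The same coding gave a median of 0 calls in the simulated noise. That noise held no effects of library or sequencing sets. The 0 calls therefore do not tell whether this coding adds calls in genes that do not differ between the strains. This hypothesis was found and tested on the same data, and a response in the vHPC alone that resembles the strain difference stays open.

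In the vHPC, between 18 and 26 values of each B6 control, 31 and 47 of each susceptible D2 mouse and 0 of each susceptible B6 mouse lie below the log2 CPM that 0 reads give at the library size of the mouse, with 0 to 12 in resilient B6 mice and 0 to 27 in D2 controls. No explanation for this was tested.

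The susceptible mice of the 2 strains shared 399 top genes in the vHPC. A difference between sequencing sets is argued against, since 364 were shared with sequencing set as a covariate. The strain difference carried into the responses may explain the overlap: with the strain component removed, 51 genes were shared, at the level of unchanged groups. A shared response of the strains that runs along the strain difference stays open.

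The lower OLG score in the vHPC may also come from the strain difference carried into the responses. With the strain component removed, the difference was 0.037 in resilient B6, −0.147 in susceptible B6 and −0.022 in susceptible D2 mice, each within 2 standard errors of 0. This removes any true response along the strain difference as well.

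Resilient and susceptible mice of a strain share their controls. For B6 mice in the mPFC, 93 of 100 draws of unchanged groups had as many shared top genes as found, so shared controls could account for that overlap. In D2 mice in the BNST and B6 mice in the vHPC, shared controls could account for the rank correlation, which was as high in 17 and 12 of 100 draws. They are argued against as the whole explanation of the shared genes, which were as many in 3 and 0 draws, the former within the range of the draws (42 to 228). For the BNST this sets edgeR lists against draws fitted with limma. Removal of the strain component in the vHPC left 29 shared genes and a correlation of −0.49.

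Susceptible B6 and D2 mice changed in opposite directions in the BNST. A few genes taking most of the counts is argued against, since with the share of the most abundant gene as a covariate the rank correlation was −0.444, against −0.416 without it in the same model. Spread between mice shared by many genes could give the rank correlation: 18 of 100 draws of unchanged groups had one as far from 0. It accounts less well for the shared genes, which were as many in 9 draws, with at least 88 opposite in 4. The draws were fitted with limma, which gave 104 shared and 101 opposite genes in place of the 92 and 88 from edgeR. The sequencing sets of susceptible D2 mice differed from those of D2 controls, and this was not tested as an explanation. An opposite response of the strains stays open.

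Scores of 19 other lists in 10 comparisons gave 26 of 190 permutation tests with an unadjusted p under 0.05, and 0 after adjustment. The smallest adjusted value was 0.162 for the astrocyte, blood, endothelial, ependymal, excitatory neuron, histone, immediate early, inhibitory neuron, microglia, general neuron and ribosomal protein lists, 0.206 for the mitochondrial, 0.233 for the striatal, 0.361 for the choroid plexus, glucocorticoid-induced, olfactory bulb and thalamic, 0.389 for the meningeal fibroblast and 0.48 for the predicted gene and pseudogene list.

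In the paper's Extended Data Figure 2-4, the entries of the OLG marker, brain aging and ribosome sets for resilient against control B6 mice in the BNST are identical to those for susceptible against control B6 mice.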
